# T-Cell–Derived miRNA-214 Mediates Perivascular Fibrosis in Hypertension

**DOI:** 10.1161/CIRCRESAHA.119.315428

**Published:** 2020-02-17

**Authors:** Ryszard Nosalski, Mateusz Siedlinski, Laura Denby, Eilidh McGinnigle, Michal Nowak, Aurelie Nguyen Dinh Cat, Laura Medina-Ruiz, Marco Cantini, Dominik Skiba, Grzegorz Wilk, Grzegorz Osmenda, Julie Rodor, Manuel Salmeron-Sanchez, Gerard Graham, Pasquale Maffia, Delyth Graham, Andrew H. Baker, Tomasz J. Guzik

**Keywords:** blood pressure, collagen, fibrosis, hypertension, inflammation

## Abstract

**Rationale:**

Despite increasing understanding of the prognostic importance of vascular stiffening linked to perivascular fibrosis in hypertension, the molecular and cellular regulation of this process is poorly understood.

**Objectives:**

To study the functional role of microRNA-214 (miR-214) in the induction of perivascular fibrosis and endothelial dysfunction driving vascular stiffening.

**Methods and Results:**

Out of 381 miRs screened in the perivascular tissues in response to Ang II (angiotensin II)-mediated hypertension, miR-214 showed the highest induction (8-fold, *P*=0.0001). MiR-214 induction was pronounced in perivascular and circulating T cells, but not in perivascular adipose tissue adipocytes. Global deletion of miR-214^−^^/−^ prevented Ang II-induced periaortic fibrosis, *Col1a1*, *Col3a1, Col5a1*, and *Tgfb1* expression, hydroxyproline accumulation, and vascular stiffening, without difference in blood pressure. Mechanistic studies revealed that miR-214^−/−^ mice were protected against endothelial dysfunction, oxidative stress, and increased Nox2, all of which were induced by Ang II in WT mice. Ang II-induced recruitment of T cells into perivascular adipose tissue was abolished in miR-214^−/−^ mice. Adoptive transfer of miR-214^−/−^ T cells into RAG1^−/−^ mice resulted in reduced perivascular fibrosis compared with the effect of WT T cells. Ang II induced hypertension caused significant change in the expression of 1380 T cell genes in WT, but only 51 in miR-214^−/−^. T cell activation, proliferation and chemotaxis pathways were differentially affected. MiR-214^−/−^ prevented Ang II-induction of profibrotic T cell cytokines (*IL-17*, *TNF-α, IL-9*, and *IFN-γ*) and chemokine receptors (CCR1, CCR2, CCR4, CCR5, CCR6, and CXCR3). This manifested in reduced in vitro and in vivo T cell chemotaxis resulting in attenuation of profibrotic perivascular inflammation. Translationally, we show that miR-214 is increased in plasma of patients with hypertension and is directly correlated to pulse wave velocity as a measure of vascular stiffness.

**Conclusions:**

T-cell–derived miR-214 controls pathological perivascular fibrosis in hypertension mediated by T cell recruitment and local profibrotic cytokine release.

## Abstract 2

Supplemental Digital Content is available in the text.

**Editorial, see p 1004**

**Meet the First Author, see p 944**

Hypertension continues to be the number one cause of death and disability worldwide.^1^ While blood pressure reduction improves disease outcomes, cardiovascular risk remains highly elevated indicating that underlying pathological processes are essential in mediating adverse clinical outcomes. Accelerated vascular aging a hallmark of hypertension underlies all of the target organ consequences of the disease.^2^ It encompasses a number of pathophysiologic processes including increased vascular oxidative stress, increased perivascular inflammation, endothelial dysfunction, all leading collectively to augmentation of vascular stiffening mediated primarily by perivascular fibrosis.^3–6^ Vascular stiffening, measured by pulse wave velocity (PWV) is uniformly accepted as an important predictor of cardiovascular morbidity and mortality.^1,7^ Therefore, understanding the molecular mechanisms of vascular stiffening is essential for development of novel therapies which can to reduce cardiovascular risk in hypertension. Inflammation has been one of the important common denominators of cardiovascular risk^8^ and arterial stiffness^9^ and immune cell infiltration is pivotal for perivascular fibrosis.^6,10–12^

While the opposing effects of miR-214 have been recently defined in cardiac^13,14^ and renal^15,16^ fibrosis, the expression and function of miR-214 in vascular fibrosis and stiffening remains unknown. Perivascular fibrosis is largely dependent on perivascular inflammation.^6^ Notably, miR-214 is expressed by immune cells and affects their functions as indicated by studies of tumor immunity^17^ including possible regulation of profibrotic cytokines, such as TGF-β (transforming growth factor-β) or IL (interleukin)-17.^18^ This is important as IL-17-mediated vascular stiffening can occur through increasing the deposition of collagen.^10^

We sought to examine mechanisms responsible for aortic stiffening in hypertension focusing on the role of microRNAs (miRs) in the regulation of vascular fibrosis. Recent studies have shown that perivascular inflammation regulates vascular dysfunction and remodeling in hypertension.^10,19^ Here, we have identified that miR-214 is increased in perivascular adipose tissue (PVAT) in hypertension, and that this increase is observed primarily in T cells infiltrating the vessel. MiR-214 expression in T cells enables their activation and recruitment into perivascular fat in the context of hypertension. It also regulates T cell profibrotic properties in response to prohypertensive stimuli. Translational relevance of these findings has been confirmed by the fact that plasma miR-214 is increased in hypertension and is directly correlated to PWV and endothelial function.

## Methods

The data that support the findings of this study are available from the first and corresponding authors upon reasonable request.

The hypertension and perivascular inflammation studies have been conducted as described previously.^19,20^ Hypertension was induced in 12-week-old male mice by infusion of Ang II (angiotensin II; 490 ng/kg per day) for 14 days via osmotic minipumps (Model 2002, Alzet Corporation). Male mice were used as this is best validated model for hypertension, particularly in the context of T cell immune responses. C57BL/6 and Rag1^−/−^ (B6.129S7-Rag1tm1Mom/J) were obtained from Jackson Laboratories. The miR-214^−/−^ mice were kindly gifted by Dr Eric Olson previously described which for adoptive transfer experiments were backcrossed 7× to C57BL/6 N background. All animal experiments were performed in accordance with the United Kingdom Animals Scientific Procedures Act 1986 and ARRIVE (Animal Research: Reporting of In Vivo Experiments) Guidelines and approved by the Home Office (No. 7009021) and ethics committee of Jagiellonian University (157/2016). All experiments conform the guidelines from Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes. Randomization and allocation concealment were performed. Kolmogorov-Smirnov test, Shapiro-Wilk, q-q-plots, and histograms were used to test normality of data distribution before parametric or nonparametric tests were applied. Correlation between cells was assessed by Spearman rank correlation analysis. Statistical analysis was performed using *t*-test (2-group studies), 1- or 2-way ANOVA (>2-group studies) with a Tukey multiple comparison test, Kruskal-Wallis test, or Mann-Whitney *U* test. Data are reported as the mean±SEM. *P* values <0.05 were considered significant. Reported *P* values include multiple comparison correction (Bonferroni or FDR). Number of samples is given in individual Figure legends and represent biological replicates (mice used for experiments). Data based on tail cuff experiments indicate that to detect SBP change from 123 to 143 mm Hg, 8 mice/group are needed to detect significant (*P*<0.05) difference at a power of 80%. Differential gene expression analysis from the RNA-Seq experiment was performed using DESeq2 package in R (ver. 3.5.1). Raw gene counts of the RNA-Seq analysis are available as supplemental material. RNA-Seq datasets are deposited in the Gene Expression Omnibus (GEO)-accession number GSE143809 database.

Translational study was performed on 51 hypertensive and 49 normotensive subjects (Clinical Characteristics—Online Table I) and included analysis of miR-214 in plasma, PWV, and flow-mediated dilatation studies as described previuosly.^19,21^ Study was performed according to the Declaration of Helsinki and was approved by the Ethics Committee of Jagiellonian University. All participants gave written informed consent.

Analysis in patient populations were performed in Statistica 13 TIBCO using *t* test for independent samples. Correlation between PWV and plasma miR-214 was assessed by Spearman rank correlation test and then by multiple regression correcting for SBP and age.

A detailed Materials and Methods section is provided in the Data Supplement.

## Results

### miR-214 Is Increased in the Vasculature in Ang II-Induced Hypertension

To identify miR potentially important in the regulation of perivascular inflammation and dysfunction in hypertension, we performed a TaqMan array analysis in perivascular tissue of sham- and Ang II-infused mice. Principal component analysis comprising miR transcripts detected a notable separation of sample sets (Figure 1A, top). Of 381 assayed miR, 134 showed expression below 35th Ct value. Twenty eight showed differential expression (Figure 1A and 1B). Fifteen were significantly upregulated and 13 were downregulated (Figure 1B). MiR-214 was the only over-expressed miR significantly altered after Bonferroni correction showing an 8-fold increase (Figure 1A and 1B), which was not observed in other members of miR-199/214 cluster (Figure 1C, top). Similar, although less pronounced an increase was observed in the pri-miR-214 transcript (Figure 1C, bottom). In situ hybridization (Figure 1D) and RT-PCR (Figure 1E) was used to visualize and quantify the induction of miR-214 in different areas of the vessel. MiR-214 was increased nearly 8-fold in PVAT and only 2-fold in other vessel layers. Surprisingly, no increase was observed in primary adipocytes isolated from PVAT of Ang II-treated versus sham mice (Online Figure I). Subsequent interrogation of the effects of Ang II on miR-214 expression in kidneys, peripheral blood mononuclear cells, spleen, and lymph nodes demonstrated its pronounced increase in the spleen and peripheral blood mononuclear cells (Figure 1E).

**Figure 1.**
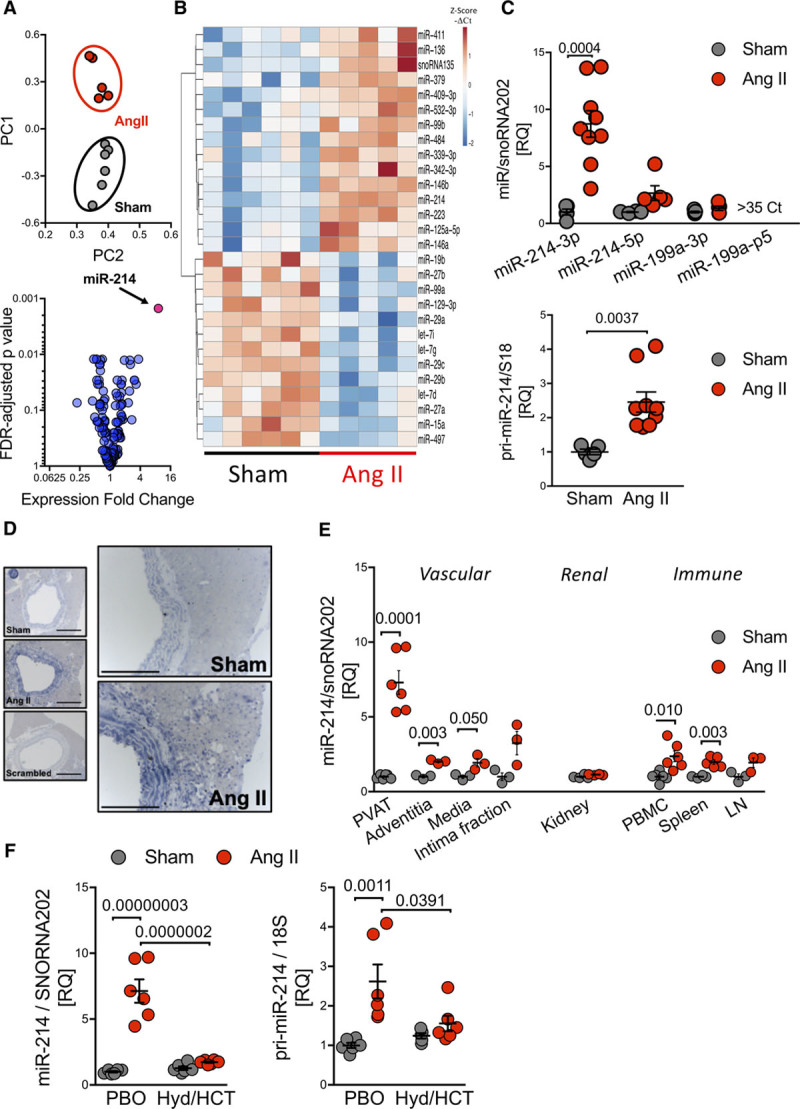
**MiR-214 is increased in the vasculature and immune cells in Ang II (angiotensin II)-induced hypertension.** **A**, Principal component analysis of miRs in perivascular adipose tissue (PVAT; top) and volcano plot (bottom) in sham and Ang II-treated mice. **B**, Heatmap presenting *z*-scores calculated from individual miR −ΔCt values of all miRs significantly altered (*t*-test FDR adj *P*<0.05; n=5–6). **C**, Levels of miR-214/199 cluster (top) and pri-miR-214 (bottom) in PVAT (n=4–9). **D**, In situ hybridization of miR-214 in the vascular wall. Scale bar=300 and 150 *μ*m. **E**, Levels of miR-214 in isolated PVAT, vessel wall layers (n=3 replicates of 3 pulled mice—9 mice/group), kidney, and selected immune organs (n=3–6). **F**, Levels of miR-214 and pri-miR-214 in PVAT of mice treated with placebo (PBO) or hydralazine/hydrocholrothiazide (Hyd/HCT; n=6/group). Data presented as mean±SEM; *t*-test with FDR correction (**C**, *P* values adjusted for 4 comparisons; miR clusters; **E**, *P* values adjusted for 8 comparisons; various organs) or by 2-way ANOVA (for miR-214 level; *P*^AngII×Drug^=3.7×10^−6^, *P*^AngII^=4.3×10^−7^, *P*^Drug^=1.4×10^−5^; for pri-miR-214 level; *P*^AngII×Drug^=0.018, *P*^AngII^=1.2×10^−3^, *P*^Drug^=0.12) with Tukey multiple comparisons test (**F**; *P* values adjusted for 6 comparisons).

To investigate if the miR-214 increase in the PVAT was evoked by the direct actions of Ang II or indirectly by blood pressure elevation we used the model of pretreatment of mice with oral hydralazine (Hyd) and hydrochlorothiazide (HCT),^11^ which reduced blood pressure in spite of Ang II infusion from 165±5 mm Hg (placebo; Ang II) to 133±6 mm Hg (Hyd/HCT; Ang II; Online Figure II). The increase in PVAT miR-214 (Figure 1F, left) and pri-miR-214 (Figure 1F, right) was abolished in Hyd/HCT mice in spite of Ang II infusion.

### miR-214^−/−^ Protects From Hypertension-Induced Vascular Stiffness and Perivascular Fibrosis

To understand the functional role of miR-214 in hypertension, we used miR-214^−/−^ mice in which we investigated development of hypertension, as well as vascular dysfunction and remodeling. In vivo, miR-214^−/−^ mice did not show altered blood pressures either at baseline or throughout 14-day Ang II infusion evaluated by both tail cuff (Figure 2A) and telemetry (Figure 2B). Importantly, in spite of that, we observed a significant reduction in periaortic collagen accumulation/fibrosis in miR-214^−/−^ mice using Picrosirius red and Masson’s trichrome staining (Figure 2C and 2D). In wild-type mice, aortic *Col1a1*, *Col3a1*, and *Col5a1* were all significantly induced by Ang II, but this increase was abolished in miR-214^−/−^ mice (Figure 2E). Furthermore, hydroxyproline accumulation was observed in the aortas of Ang II infused WT but not miR-214^−/−^ mice (Figure 2F).

**Figure 2.**
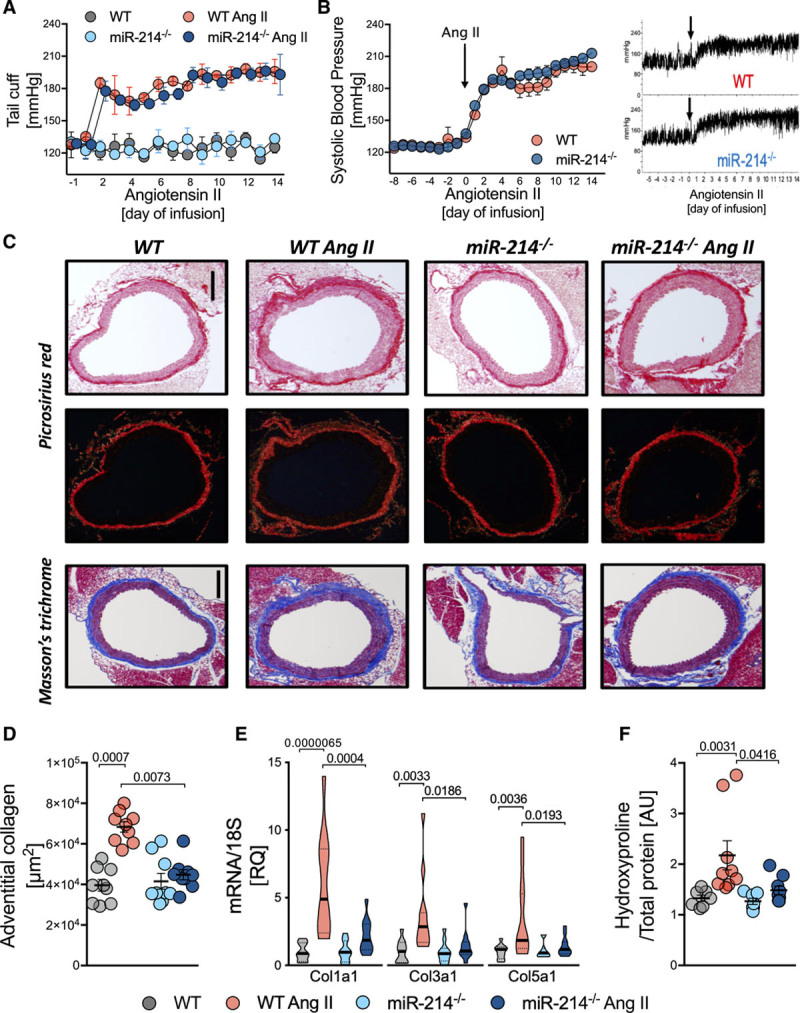
**Pivotal role of miR-214 in the regulation of perivascular fibrosis in Ang II (angiotensin II)-dependent hypertension.** **A**, Tail-cuff BP in sham and Ang II infused miR-214^−/−^ and WT littermates (n=9/group). **B**, Systolic BP measured by telemetry at baseline and during Ang II infusion (average, left; example readings, right; n=5). **C**, Perivascular collagen accumulation in picrosirius red (top) and Masson trichrome (bottom) staining (representative of n=9; scale bar=300 *μ*m). **D**, Quantitative analysis of perivascular collagen deposition in Masson trichrome (n=9/group). **E**, Collagen 1, 3, and 5 mRNA in miR-214^−/−^ and WT littermates infused with buffer or Ang II (n=11/group). **F**, Aortic collagen quantification by hydroxyproline assay (n=7 in Sham and n=9 in Ang II). Data presented as mean±SEM; repeated measures 2-way ANOVA (**A** and **B**), Kruskal-Wallis test with FDR correction (**D** and **F**; *P* values adjusted for 6 comparisons) or 2-way ANOVA with Tukey test (**E**; *P* values adjusted for 6 comparisons). Overall *P* values for repeated measures 2-way ANOVA; **A** (*P*^Time^=0.0051, *P*^Group^=1.8×10^−8^, *P*^Time×Group^=0.1378); **B** (*P*^Group^=0.06, *P*^Time^=2.6×10^−7^, *P*^Group×Time^=0.83); for 2-way ANOVA; **E**, for Col1a1 (*P*^AngII×Genotype^=0.003, *P*^AngII^=1.3×10^−5^, *P*^Genotype^=0.0035), Col3a1 (*P*^AngII×Genotype^=0.037, *P*^AngII^=0.0034, *P*^Genotype^=0.033) Col5a1 (*P*^AngII×Genotype^=0.028, *P*^AngII^=0.0053, *P*^Genotype^=0.042), for Kruskal-Wallis; **D** (*P*=0.0003) and **F** (*P*=0.0006).

Functional consequences of perivascular fibrosis were studied using assessment of vascular stiffness. MiR-214^−/−^ mice were protected from the development of hypertensive vascular stiffening in pressure myography in mouse aortas including adventitial layer (Figure 3A). Nanoindentation studies utilizing atomic force microscopy also showed an increase of Young’s modulus of the aortic wall in wild-type mice with Ang II infusion, while this increase was abolished in miR-214^−/−^ mice (Figure 3B).

**Figure 3.**
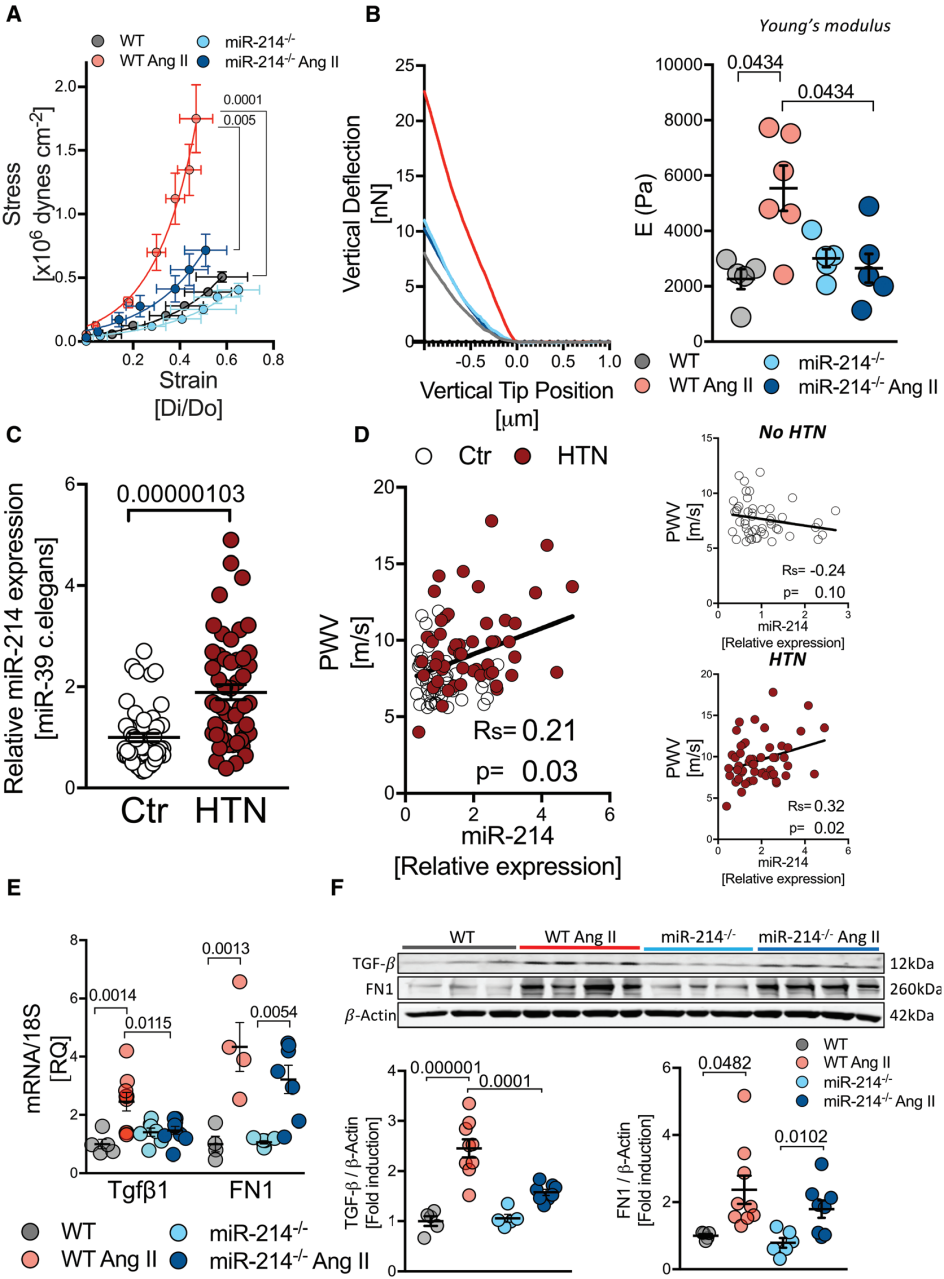
**Role of miR-214 in the regulation of vascular stiffening in mouse and human hypertension.** **A**, Thoracic aorta stiffness studied by pressure myography (n=5–8). **B**, Elastic modulus of adventitial stiffness measured by atomic force microscopy (right) with representative force-indentation curves (left; n=5–6/group). **C**, Circulating miR-214 serum levels in normotensive (Ctr, n=49) and patients with hypertension (HTN, n=51). **D**, Correlation between plasma miR-214 levels and pulse wave velocity (PWV) in humans with and without hypertension (n=100). **E**, TGF-β (transforming growth factor β) and fibronectin mRNA expression in control and hypertensive miR-214^−/−^ and WT mice (n=4–9/group). **F**, Protein level of TGF-β and fibronectin in aortas studied by WB (n=5–9). Data presented as mean±SEM repeated measures 2-way ANOVA with Bonferroni correction (**A**), Kruskal-Wallis test with FDR correction (**B**; *P*-adjusted for 6 comparisons) or 2-way ANOVA with Tukey test (**E** and **F**; *P* values adjusted for 6 comparisons) or *t*-test (**C**). Spearman rank test was used to assess correlations (**D**). Overall *P* values for 2-way ANOVA; **A** (*P*^AngII^=1.8×10^−5^, *P*^Genotype^=0.042), *P*^AngII×Genotype^=0.097), **E** for Tgfb1 (*P*^AngII×Genotype^=0.0059, *P*^AngII^=0.0031, *P*^Genotype^=0.225), FN1 (*P*^AngII^=1.2×10^−^^5^, *P*^Genotype^=0.266, *P*^AngII×Genotype^=0.218); **F** for TGF-β (*P*^AngII×Genotype^=0.0034, *P*^AngII^=5.1×10^−7^, *P*^Genotype^=0.0087), for FN1 (*P*^AngII^=0.0015, *P*^Genotype^=0.243, *P*^AngII×Genotype^=0.589) and Kruskal Wallis **B** (*P*=0.0368).

### miR-214 Is Associated With Vascular Stiffness in Human Hypertension

To assess translational relevance of these observations to human hypertension, we investigated plasma miR-214 levels in patients with and without hypertension (for detailed clinical characteristics, please see Online Table I), and in relation to PWV, as a measure of vascular stiffness.^7^ MiR-214 levels were higher in patients with hypertension (Figure 3C). Notably, there was a significant correlation between plasma miR-214 levels and PWV (Figure 3D). This relationship remained significant in multiple regression analysis after correcting for blood pressure and age (miR-214/PWV: β*=0.212; *P*=0.02). No significant relationship between miR-214 and age was identified by multiple regression.

### miR-214 Modulates Vascular TGF-β in Ang II Hypertension

To further understand the role of miR-214 in the regulation of perivascular fibrosis, we studied the expression of *Tgfb1* (TGF-β) and fibronectin (FN1). While both TGF-β and FN1 were induced in Ang II infused WT mice, only TGF-β mRNA and protein induction were abolished in the aorta of miR-214^−/−^ mice (Figure 3E and 3F), indicating indirect regulation of TGF-β by miR-214.

### miR-214 Regulates Vascular Dysfunction and Perivascular Inflammation in Hypertension Independently of Blood Pressure

A strong link between miR-214 and vascular phenotype was further supported by correlations of plasma miR-214 with NO-dependent endothelial vascular function, measured by flow-mediated dilatation, but not with the endothelium-independent responses to nitroglycerine (NMD; Figure 4A). These observations in humans were corroborated in miR-214^−/−^ mice, which were protected from the development of endothelial dysfunction, demonstrating preserved NO-mediated vasodilatation, in spite of Ang II-induced hypertension (Figure 4B). No differences in nonendothelium-dependent vasorelaxations to sodium nitroprusside were observed (Figure 4B). As eNOS (endothelial nitric oxide synthase) is a predicted miR-214 target, changes of eNOS expression could explain alterations of endothelial function. However, in aortas of Ang II-treated mice, we did not observe changes in total eNOS protein, compared with miR-214^−/−^ mice (Figure 4C). As oxidative stress is known to mediate both endothelial dysfunction and vascular stiffness in hypertension, we next investigated vascular superoxide production and Nox2 and Nox4 nicotinamide adenine dinucleotide phosphate oxidases. MiR-214^−/−^ mice showed reduced induction of vascular oxidative stress upon Ang II infusion, as measured by superoxide production (Figure 4D) and *Nox2* nicotinamide adenine dinucleotide phosphate oxidase mRNA and protein level (Figure 4E and 4F). These changes in vascular function and oxidative stress were accompanied by reduced perivascular recruitment of total leukocytes (Figure 5A) and CD3+ T cells (Figure 5B) in miR-214^−/−^ hypertensive animals in comparison to hypertensive WT mice. Additionally, Ang II infusion significantly elevated the total number of macrophages and dendritic cells (CD11c+CD11b−) only in WT animals, but not in miR-214^−/−^ mice (Figure 5C). No significant changes were observed with respect to B cells or NK cells (Figure 5C).

**Figure 4.**
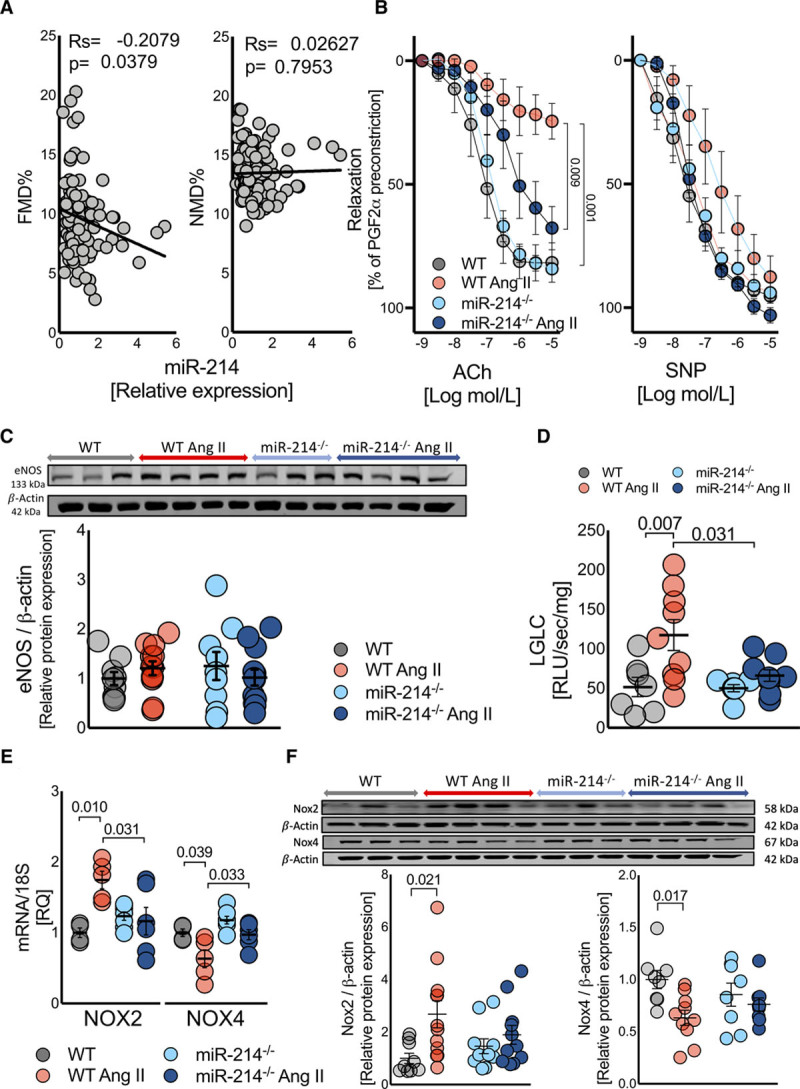
**Essential role of miR-214 in endothelial dysfunction and vascular oxidative stress in hypertension.** **A**, Relationship between plasma miR-214 levels and endothelial function (flow mediated dilatation [FMD]) or nonendothelium-dependent relaxations to nitroglycerin (NMD) in humans (n=100). **B**, Isometric tension studies of endothelium dependent (acetylcholine; ACh) and independent (sodium nitroprusside [SNP]) vasorelaxations (n=5–7/group) using wire myography in sham buffer and Ang II (angiotensin II) infused WT and miR-214^−/−^ mice. **C**, eNOS (endothelial nitric oxide synthase) protein level in mouse aortas (Western blotting; n=9–12/group). **D**, Aortic superoxide production measured by lucigenin (5 μM) enhanced chemiluminescence (n=7–9/group). **E**, Aortic Nox2 and Nox4 mRNA expression (n=5/group) and (**F**) protein levels in aortas of sham and Ang II infused miR-214^−/−^ and WT mice (n=9–12/group). Data presented as mean±SEM and analyzed by Spearman rank correlation test (**A**), repeated measures 2-way ANOVA with Bonferroni correction (**B**) or 2-way ANOVA with Tukey post hoc test (**C–F**; *P* values adjusted for 6 comparisons). Overall *P* values for repeated measures 2-way ANOVA; **B** for Ach (*P*^Response^=0.0009, *P*^Group^=0.044, *P*^Response×^^Group^=0.016) and SNP (*P*^Response^=04.1×10^−^^7^, *P*^Group^=0.049, *P*^Response×Group^=0.217). Two-way ANOVA; **C** (*P*^AngII^=0.949, *P*^Genotype^=0.862, *P*^AngII×Genotype^=0.235); **D** (*P*^AngII×Genotype^=0.061, *P*^AngII^=0.0042, *P*^Genotype^=0.051); **E** for Nox2 (*P*^AngII×Genotype^=0.0062, *P*^AngII^=0.193, *P*^Genotype^=0.203) and Nox4 (*P*^AngII×Genotype^=0.331, *P*^AngII^=0.002, *P*^Genotype^=0.005); **F** for Nox2 (*P*^AngII^=0.0096, *P*^Genotype^=0.683, *P*^AngII×Genotype^=0.116) and Nox4 (*P*^AngII^=0.0093, *P*^Genotype^=0.924, *P*^AngII×Genotype^=0.109).

**Figure 5.**
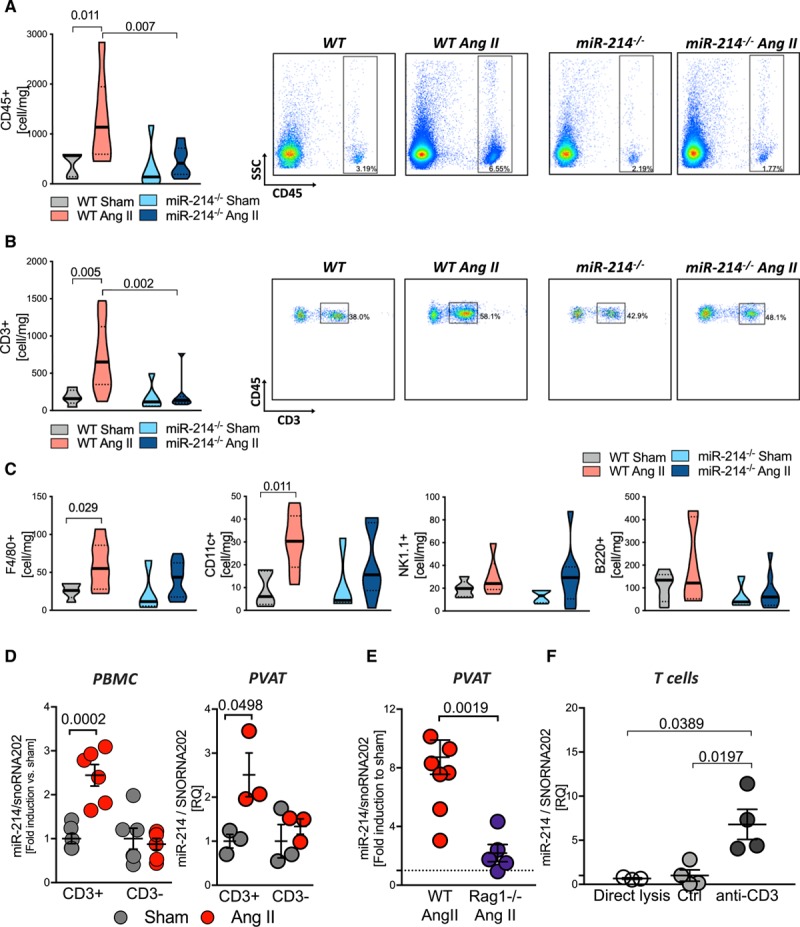
**Crucial role of miR-214 in regulation of perivascular inflammation in hypertension.** **A**, Total number of leukocytes and T cells (**B**) with representative density plots (n=6–9/group). **C**, Number of perivascular macrophages (F4/80+), dendritic cells (CD11c+), B cells (B220+), and NK cells (NK1.1+) per mg of tissue, studied by flow cytometry (n=5–7/group). Data presented on volcano plots depicting median (^**__**^) and quartiles (^….^). **D**, miR-214 induction in T cells (CD3+) and remaining leukocytes (CD3−) in Ang II hypertension measured in cells from peripheral blood (left, PBMC n=5–6/group) and from perivascular adipose tissue (PVAT; right, n=3/group of 3 pulled mice). **E**, MiR-214 level in PVAT of WT and RAG1^−/−^ animals (n=5–7/group). **F**, miR-214 in quiescent (direct lysis; control mAb) and anti-CD3 mAb activated T cells (n=3–4/group). Data presented as mean±SEM and analyzed by Kruskal-Wallis test (**A–C**), 2-way ANOVA with Tukey post hoc test (**D**; *P* values adjusted for 6 comparisons), *t*-test (**E**), and by Kruskal-Wallis test with FDR (**F**; *P* values adjusted for 3 comparisons). Overall *P* values for Kruskal-Wallis; **A** (*P*=0.017), **B** (*P*=0.011), **C** (*P*=0.06), **D** (*P*=0.05), and **F** (0.0001); 2-way ANOVA; **D** for PBMC (*P*^CD3×AngII^=0.0006, *P*^AngII^=0.0026, *P*^CD3^=0.0006) and PVAT (*P*^AngII^=0.024, *P*^CD3^=0.115, *P*^CD3×AngII^=0.115).

### miR-214 Induction in the T Cells Is Essential for Perivascular Fibrosis

To further understand the mechanisms of the effects of miR-214 on vascular inflammation in hypertension, we next focused on the effects of hypertension on immune cell miR-214. In leukocytes isolated from both peripheral blood mononuclear cells and PVAT, we observed miR-214 induction only within CD3+ cells (T cells), and not in CD3 negative cells (Figure 5D). Furthermore, miR-214 did not increase in PVAT of RAG-1^−/−^ mice, lacking mature T cells, despite Ang II infusion (Figure 5E). This further supports the hypothesis that infiltrating T cells are an essential source of the increase of miR-214 observed in PVAT.

In keeping with the role of blood pressure elevation in miR-214 induction, miR-214 was not induced in T cells isolated from mice subjected to blood pressure-lowering with hydralazine and hydrochlorothiazide (Online Figure III). Moreover, we found that 24-hour stimulation of T cells using anti-CD3 antibodies elevated miR-214 levels in vitro (Figure 5F). In contrast, stimulation of mouse primary fibroblasts and of primary vascular smooth muscle cells, endothelial cells, or THP-1 monocytes in culture using Ang II or cytokine combinations did not significantly alter miR-214 expression level (Online Figure IV).

To understand the functional role of T cell miR-214 in hypertensive vascular remodeling, we performed adoptive transfer of either wild type or miR-214^−/−^ T cells to RAG1^−/−^ mice and studied perivascular fibrosis and collagen accumulation. We confirmed earlier findings of Wu et al^11^ that RAG1^−/−^ mice are protected from development of perivascular fibrosis and it is rescued by adoptive transfer of wild type T cells (Figure 6A and 6B). This effect was observed only when wild type, but not when miR-214^−/−^ T cells were transferred (Figure 6A and 6B), while level of hypertension was similar irrespective of T cell miR-214 status. This was accompanied by reduced aortic collagen expression in RAG1^−/−^ transferred with miR-214^−/−^ T cell when compared with WT T cells (Figure 6C). Similar levels of peripherally reconstituted circulating T cells were found in RAG1^−/−^ mice upon adoptive transfer of WT and miR-214^−/−^ cells (Figure 6D). At the same time, we found more than a 5-fold reduction of *cd3* mRNA in the PVAT after transfer of miR-214^−/−^ T cells in comparison to WT T cell transfer (Figure 6E).

**Figure 6.**
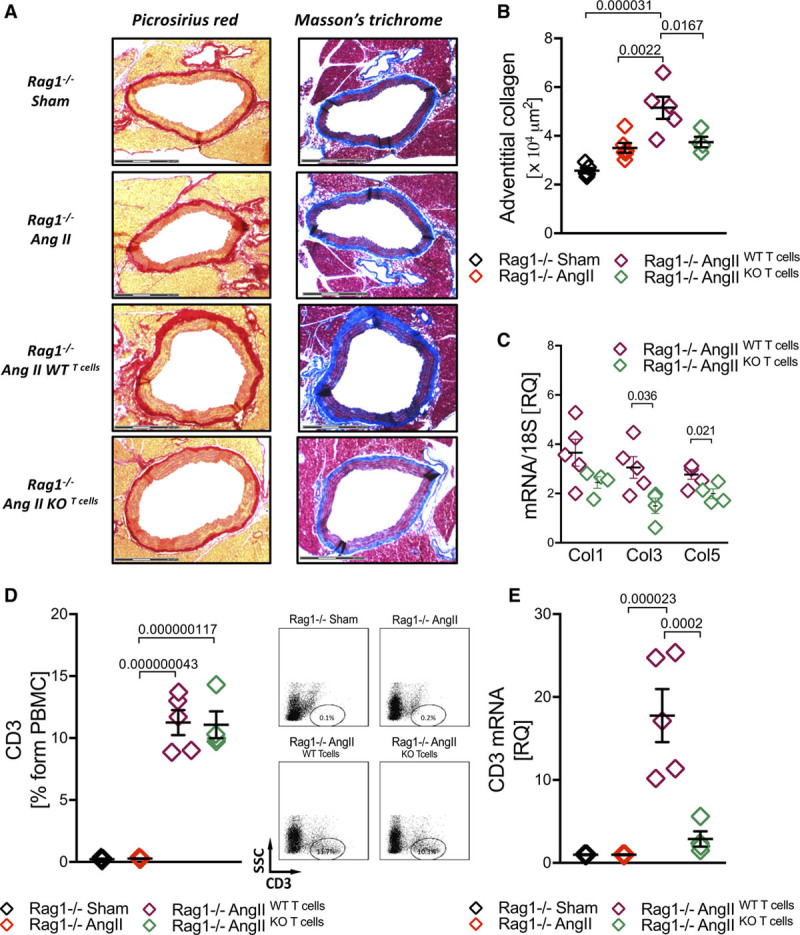
**T cell miR-214 mediates perivascular fibrosis and profibrotic T cell accumulation in PVAT (perivascular adipose tissue) in Ang II (angiotensin II)- induced hypertension.** **A**, Vascular collagen accumulation in response to Ang II-hypertension assessed using picrosirius red (left) and Massons trichrome (right; scale bar=300 µm, representative of n=4–5/group) with quantification of adventitial collagen (**B**) in RAG1^−/−^ mice and upon adoptive transfer of WT and miR-214^−/−^ T cells (n=4–5/group). **C**, Ang II-dependent induction of Col 1, 3, and 5 mRNA in aortas of RAG1^−/−^ transferred with WT or miR-214^−/−^ T cells (n=4–5). **D**, Levels of circulating T cells in RAG1^−/−^ mice and upon adoptive transfer of WT or miR-214^−/−^ T cells (left) with representative dot plots (right; n=4–5/group). **E**, CD3 mRNA in PVAT of RAG1^−/−^ mice and upon adoptive transfer of WT or miR-214^−/−^ T cells (n=4–5/group). Data presented as mean±SEM and analyzed by 1-way ANOVA with Tukey post hoc *t* test (**B**, **D**, **E**; *P* values adjusted for 6 comparisons), *t*-test with FDR (**C**; *P* values adjusted for 3 comparisons). Overall *P* values for 1-way ANOVA; **B** (*P*=6.3×10^−5^), **D** (*P*=1.5×10^−8^), and **E** (*P*=7.8×10^−6^).

### miR-214 and Mineralocorticoid Signaling

As mineralocorticoid signaling is important in modulation of both fibrosis and T cell function in hypertension,^22^ we have investigated potential changes of mineralocorticoid signaling in T cells in miR-214^−/−^ mice. Plasma aldosterone levels were unaltered in miR-214^−/−^ mice (Online Figure VA). Furthermore, upon Ang II infusion, there were no changes in either mineralocorticoid (MR) or glucocorticoid receptor (GR) mRNA or protein level in T cells (Online Figure VB and VC). We also analyzed the effects of aldosterone on anti-CD3 dependent T cell fibrosis-related cytokine mRNA in vitro in WT and miR-214^−/−^ T cells. Aldosterone induced only TGF-β mRNA in WT T cells, while other studied cytokines were not significantly induced. This induction was not observed in miR-214^−/−^ mice (Online Figure VD). These studies show that MR signaling is unlikely to a play critical role in the effects of miR-214 on perivascular fibrosis.

### Transcriptional Profiling Reveals Crucial Role of miR-214 in Hypertensive T Cell Activation

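RNASeq libraries of splenic T cells came from 12-week-old male mice that received sham buffer or Ang II (490 ng/kg per day) from osmotic minipumps for 14 days. Wild-type (WT) mice and mice without miR-214 (miR-214-/-) were studied, which gave 4 groups with 3 mice in each and 1 library per mouse. The authors captured mRNA with oligo(dT) beads, sequenced paired-end reads on a HiSeq instrument, trimmed them with Trimmomatic and mapped them to the mouse genome GRCm38 with STAR. They counted unique exonic reads on each gene with featureCounts and deposited these raw counts without normalization. Reads that map to several places were therefore not counted, which leaves the values of genes with near-identical copies uncertain. The paper's text names neither the strand setting of the counting nor the annotation release, so antisense and overlapping genes are uncertain as well. The table held 49315 genes, of which 30192 had at least 1 count in a library. Total counts per library ranged from 22775526 to 25518096 in WT sham (median 23234226) and from 22791716 to 27928149 in WT Ang II (median 27552578). They ranged from 21126874 to 27636189 in miR-214-/- sham (median 24935870) and from 23026179 to 29605988 in miR-214-/- Ang II (median 23840899). The 10 most abundant genes took from 4.35% to 5.87% of the counts of a library. All 12 pairs of libraries within a group differed by more than the sampling noise, with a chi-square of at least 10.7 per degree of freedom over the genes.

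The gene deleted in the miR-214-/- mice, Mir214 (ENSMUSG00000065516), lies on chromosome 1 of GRCm38 from 162223368 to 162223477 on the plus strand. It sits inside the non-coding gene Dnm3os (162217623 to 162225550), which is itself within the span of Dnm3 (161982453 to 162478034) on the minus strand. Mir214 and the neighbouring Mir199a-2 (162217814 to 162217923) had 0 counts in all 12 libraries, where a count of 0 allows up to 3 counts per library, and Dnm3os had 1 count in total. Poly(A) capture does not retain mature miRs, so the genotype labels could not be checked from these counts. Counts of Dnm3 were between 5 and 25 per library. The Y-linked gene Ddx3y had between 3441 and 6258 counts per library and Xist between 6 and 21, as in male cells.

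Genes with enough counts in the libraries compared were kept by the filterByExpr function of edgeR, and libraries were scaled by its TMM method. Ang II was compared with sham in each genotype separately by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds of Figure 7A. The interaction of Ang II and genotype was tested in 1 fit over all 12 libraries, with an adjusted p under 0.05 as the only threshold. With 3 mice against 3, an exact permutation test of a single gene cannot go below p = 0.1, so calls rest on the spread that the model shares across genes.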

To understand how miR-214 in the T cell could modulate the profibrotic T cell phenotype in hypertension, we performed RNASeq analysis of isolated splenic T cells from sham and Ang II infused WT and miR-214^−/−^ mice. This analysis has shown that in vivo Ang II infusion induced at least a 2-fold change in 1380 genes in WT T cells, while miR-214^−/−^ T cells remained greatly unresponsive with only 51 genes altered (Figure 7A). 

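In WT T cells 16012 genes were tested and 1169 were called after Ang II, 1122 of them higher and 47 lower than in sham. An adjusted p under 0.05 alone was reached by 3009 genes, and an unadjusted p under 0.05 by 5705. In miR-214-/- T cells 15937 genes were tested and 0 were called, with 1939 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.149. The tool moved the second count most. DESeq2's Wald test called 1380 genes in WT and 51 in miR-214-/-, of which 28 were higher and 23 lower. edgeR and DESeq2 shared 1114 of the genes called in WT. The WT count fell to 564 without WT sham replicate 1, to 605 without WT sham replicate 3 and to 599 without WT Ang II replicate 3.

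Over the 1122 genes called higher in WT, the median log2 fold change was 1.87 in WT (1.86 with the 13 genes at the detection limit of 3 counts set to their lower bound). In miR-214-/- the median was 0.41 over the 1078 of these genes tested there, and 989 of them were higher after Ang II. CPM values are counts scaled to the library total after its adjustment by TMM. The mean log2 CPM over the 1122 genes rose from 1.68 ± 0.21 (SD, n = 3) to 3.61 ± 0.12 in WT. In miR-214-/- it rose from 2.37 ± 0.41 to 2.73 ± 0.55. The change in miR-214-/- was therefore within the spread between mice. Leaving out miR-214-/- Ang II replicate 1 reduced the miR-214-/- median to 0.01, and leaving out miR-214-/- sham replicate 1 reduced it to 0.22. Over the 47 genes called lower in WT, the median was -1.18 in WT and -0.43 in miR-214-/-. The mean log2 CPM over them fell from 1.26 ± 0.02 (SD, n = 3) to 0.09 ± 0.08 in WT and from 0.88 ± 0.08 to 0.53 ± 0.07 in miR-214-/-, in both by more than the spread between mice. The second value became -0.22 over the genes called without WT Ang II replicate 1 and 0.34 over those called without WT Ang II replicate 3. The difference between the genotypes, tested as the interaction, had a median log2 fold change of -1.39 over the genes higher in WT and 0.81 over those lower in WT. These genes were chosen on the WT libraries, so both medians carry that choice.

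The largest rises among called genes with a mean log2 CPM above 1 and no overlap between the groups were those of Aldh3b2, Slc30a10 and Dusp8. Aldh3b2 (ENSMUSG00000075296, chromosome 19, 3972328 to 3981646) went from 0.0871 ± 0.0913 CPM in WT sham to 3.99 ± 1.82 CPM in WT Ang II (SD, n = 3). Its log2 fold change was 5.48 (standard error 0.73, adjusted p = 0.00569 from edgeR), and in miR-214-/- it was 0.83 (adjusted p = 0.675 from edgeR). Slc30a10 (ENSMUSG00000026614, chromosome 1, 185454848 to 185468762) rose by 5.18 on the log2 scale (standard error 0.76, adjusted p = 0.00733 from edgeR) and Dusp8 (ENSMUSG00000037887, chromosome 7, 142079490 to 142095843) by 4.94 (standard error 0.54, adjusted p = 0.00296 from edgeR). The calls of Aldh3b2, Slc30a10 and Dusp8 held in all 6 fits that each left out 1 library. The largest falls were those of Vwce (ENSMUSG00000043789, chromosome 19, 10634213 to 10666213), Gzma (ENSMUSG00000023132, chromosome 13, 113093825 to 113100981) and Trav14n-3 (ENSMUSG00000076824, chromosome 14, 53370077 to 53370575). Their log2 fold changes were -1.64, -1.33 and -1.30, with adjusted p-values from edgeR of 0.0383, 0.0487 and 0.029. Vwce and Gzma were each under 0.05 in 1 of the 6 fits that left out 1 library and Trav14n-3 in 2, while their log2 fold changes stayed negative, from -1.97 to -1.29 for Vwce, from -1.63 to -0.79 for Gzma and from -1.47 to -1.04 for Trav14n-3. Trav14n-3 belongs to a family of near-identical T cell receptor segments whose reads the counting could have split or dropped.

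**Figure D1:**
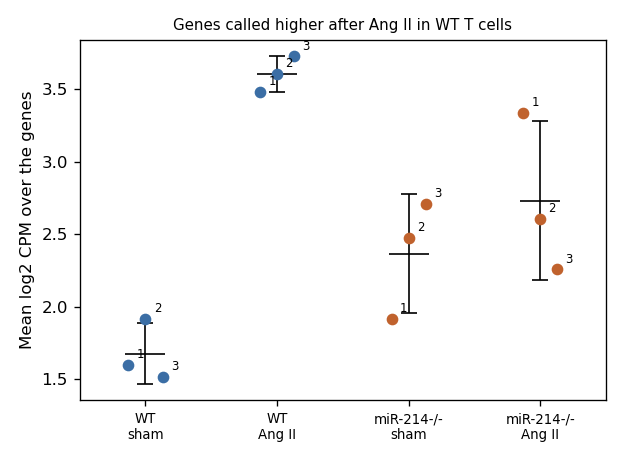
Mean log2 CPM (vertical axis) over the 1122 genes called higher after Ang II in WT T cells, for each of the 12 libraries in the 4 groups on the horizontal axis. Points are single mice with their replicate number, and the horizontal line and bar give the mean and SD of 3 mice. The WT Ang II mice lie between 3.48 and 3.73 and miR-214-/- Ang II replicate 1 lies at 3.34, while the other miR-214-/- Ang II mice lie at 2.60 and 2.26.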

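The gene set collection of the paper, and its test of over-representation among changed genes, were not used here. Lists of known genes, written by hand, were tested instead with camera, the competitive gene set test of limma. It used the log2 CPM of the genes tested in WT T cells, with Benjamini-Hochberg adjustment over 20 lists. These 20 included lists read from Figure 7C and Figure 7D, which the study chose on these samples. Camera asks whether the genes of a list move further than the other genes, and its preset correlation between genes was 0.01. The list of cytokine genes had a median log2 fold change after Ang II of 0.13 over 12 genes (adjusted p = 0.517 from camera). The list for leukocyte migration, mostly chemokine receptors, had a median of -0.03 over 20 genes (adjusted p = 0.517 from camera). For T cell activation the median was 0.12 over 20 genes (adjusted p = 0.396 from camera), and 0 of them were called. Genes for cell adhesion were lower after Ang II, with a median of -0.24 over 15 genes (adjusted p = 0.00284 from camera). The cell cycle list was higher, with a median of 2.06 over 28 genes (adjusted p = 1.66e-23 from camera), and each of the 28 genes was higher in every WT Ang II library than in every WT sham library, where chance gives 5% in this direction. The same held for 8 of the haem synthesis genes, 5 of the T cell activation genes, 3 of the migration genes, 1 of the cytokine genes and 0 of the adhesion genes. The list for haem synthesis had a median of 1.75 over 9 genes (adjusted p = 3.19e-05 from camera). The changes of the adhesion, cell cycle and haem lists also passed fry, a self-contained set test, at adjusted p-values of 0.0231, 0.00103 and 0.00142. With the correlation estimated within each list, none of these 6 lists passed an adjusted p of 0.05, and the smallest value, for haem synthesis, was 0.11.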

Relevant gene sets significantly affected by Ang II hypertension in WT T cells included cytokine metabolic processes, leukocyte migration, leukocyte cell-cell adhesion, and the regulation of T cell activation. None of these were changed in miR-214^−/−^ (Figure 7B). 

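In miR-214-/- T cells the median log2 fold change after Ang II was -0.07 over 11 cytokine genes (adjusted p = 0.768 from camera) and 0.14 over 20 leukocyte migration genes (adjusted p = 0.263 from camera). It was 0.02 over 15 cell adhesion genes (adjusted p = 0.609 from camera) and 0.05 over 19 T cell activation genes (adjusted p = 0.768 from camera). The cell cycle list had a median of 0.49 over 28 genes (adjusted p = 0.000978 from camera, 0.885 from fry). Its rise rests on miR-214-/- Ang II replicate 1, at a mean log2 CPM of 6.29. Replicates 2 and 3 lay at 5.27 and 5.35, and the miR-214-/- sham libraries between 4.91 and 5.46. The haem synthesis list had a median of 0.35 over 9 genes (adjusted p = 0.295 from camera). The interaction of Ang II and genotype, which tests the difference between the genotypes itself, had adjusted p-values from camera of 0.242 for the cytokine list, 0.223 for migration and 0.576 for activation. It was past the threshold for cell adhesion, with a median interaction of 0.20 (adjusted p = 0.00358 from camera), for haem synthesis with -0.92 (adjusted p = 0.00016 from camera) and for the cell cycle with -1.50 (adjusted p = 1.33e-23 from camera). Of these 3 differences, those in the cell cycle and haem lists also passed fry, at adjusted p-values of 0.0221 and 0.0321.

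**Figure D2:**
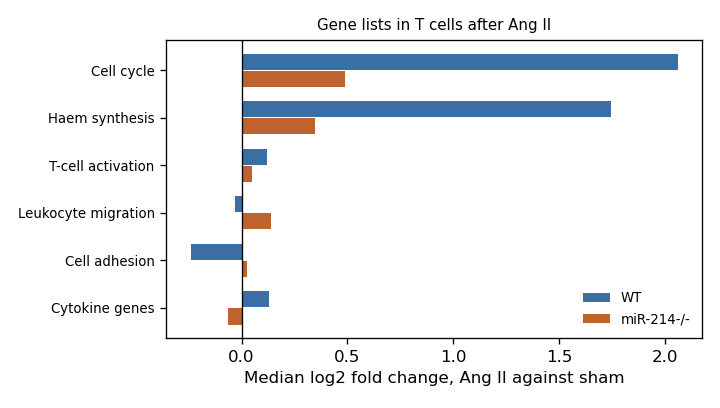
Median log2 fold change after Ang II against sham (horizontal axis) over the genes of 6 hand-written lists (vertical axis), in WT and miR-214-/- T cells. Bars start at 0 and give medians over genes, without an error. The cell cycle list stands at 2.06 in WT and 0.49 in miR-214-/-, and the list for T cell activation at 0.12 and 0.05.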

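The genes called by edgeR in the separate comparisons of WT and miR-214-/- mice, which have no library in common, had 0 members in common, since 0 genes were called in miR-214-/-. DESeq2's Wald test at the same thresholds left 1361 genes called in WT T cells alone, 32 in miR-214-/- T cells alone and 19 in both. All 19 changed in the same direction in both genotypes, and all except Vwce rose after Ang II. Over the 13030 genes with an adjusted p in both DESeq2 fits, chance would put 4.31 genes in both sets (Fisher's exact test, two-sided, p = 1.15e-08, across genes, which are not independent replicates). The largest change in both genotypes among the shared genes was that of Vcan, picked after its values were seen, with a DESeq2 log2 fold change of 5.56 in WT and 4.11 in miR-214-/-. With edgeR, the other settings tried for scaling, filter, model and threshold, and each fit that left out 1 library, also gave 0 shared genes. A hand-written list of neutrophil genes had medians after Ang II of 3.17 in WT and 1.43 in miR-214-/- (adjusted p = 2.45e-10 and 0.000886 from camera, 0.00779 and 0.747 from fry). Whether T cells or other cells in the libraries gave the 19 shared genes was not tested.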

Only 19 of these genes overlapped between WT and miR-214^−/−^ further emphasizing the extent of the reprogramming of hypertensive T cells by miR-214. This is also exemplified by diversity of genes which are significantly induced in WT but not in miR-214^−/−^ T cells (Figure 7C; analysis using interaction term with FDR correction). Conversely, a large number of the top 50 genes significantly repressed in WT T cells, but not in miR-214^−/−^ T cells were the predicted targets for this miR (Figure 7D), further supporting a pleiotropic role of miR-214 in transcriptional reprograming of T cells by Ang II.

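Of 16770 genes tested for the interaction of Ang II and genotype, 1 had an adjusted p under 0.05 from edgeR and 2483 an unadjusted p under 0.05. DESeq2's Wald test called 444 genes, 349 of them with a negative and 95 with a positive interaction log2 fold change (miR-214-/- against WT). Without miR-214-/- Ang II replicate 1, edgeR called 919 genes. The gene called was Frmd4a (ENSMUSG00000026657, chromosome 2, 4017717 to 4614043), which rose from 18.3 ± 1.46 to 46.8 ± 3.84 CPM in WT and went from 26.8 ± 1.78 to 24.0 ± 2.42 CPM in miR-214-/- (SD, n = 3). Its interaction log2 fold change was -1.51 (standard error 0.15, adjusted p = 0.0109 from edgeR), and its adjusted p stayed under 0.05 in 8 of the 12 fits that each left out 1 library. With the mean of a list of red-cell genes as a covariate the value was -1.25 and the adjusted p 0.367 (range over the alternatives 2.89e-16 to 0.367).

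The 50 genes of Figure 7C were read from the picture. Their interaction log2 fold change was negative for all 50, with a median of -2.40 and a range from -5.33 to -1.97. None reached an adjusted p under 0.05 over all genes tested (0 of 50, smallest 0.213), and 50 had an unadjusted p under 0.05. When adjusted over the list alone, 50 of 50 were under 0.05, which is not independent evidence because the study chose the list on these samples. DESeq2 gave all 50 an adjusted p under 0.05, and edgeR gave 38 without miR-214-/- Ang II replicate 1. The median log2 fold change after Ang II was 2.86 in WT and 0.47 in miR-214-/-. The mean log2 CPM over the 50 genes was 0.77 ± 0.25 (SD, n = 3) in WT sham, 3.70 ± 0.28 in WT Ang II, 2.08 ± 0.62 in miR-214-/- sham and 2.39 ± 0.71 in miR-214-/- Ang II. The WT groups were apart by more than the spread between mice and the miR-214-/- groups were not. Against WT sham, the miR-214-/- sham level was higher by a median of 1.20 on the log2 scale.

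**Figure D3:**
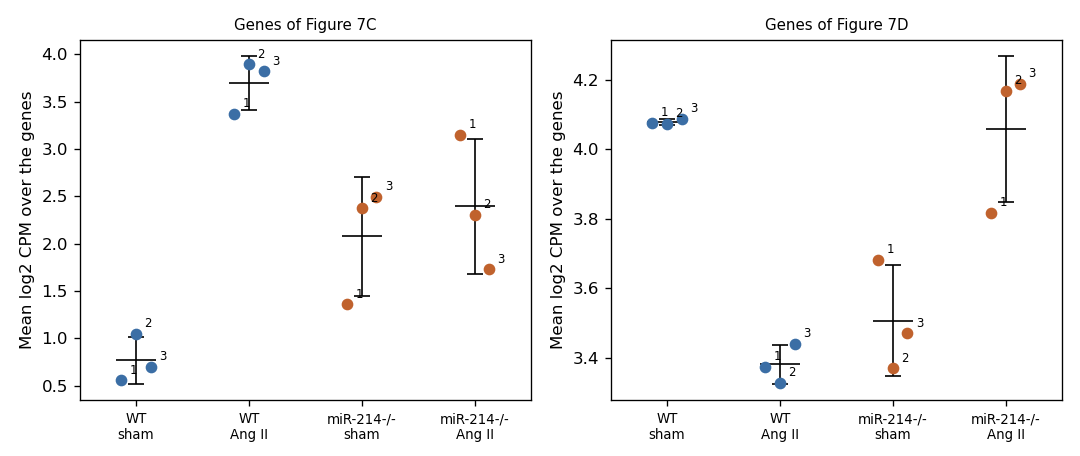
Mean log2 CPM (vertical axes) over the 50 genes of Figure 7C (left) and the 50 genes of Figure 7D (right), for each of the 12 libraries in the 4 groups on the horizontal axes. Points are single mice with their replicate number, and the horizontal line and bar give the mean and SD of 3 mice. For the Figure 7C genes the miR-214-/- Ang II mice lie at 3.15, 2.30 and 1.73, and the WT Ang II mice at 3.37, 3.90 and 3.82.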

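The 50 genes of Figure 7D all had a positive interaction log2 fold change in edgeR, with a median of 0.97 and a range from 0.70 to 4.67. Adjusted over all genes tested, 0 of 50 were under 0.05 (50 at an unadjusted p under 0.05), against 50 in DESeq2 and 36 in edgeR without miR-214-/- Ang II replicate 1. The same genes adjusted over the list alone gave 50 of 50, again on the samples from which the list was drawn. Their median log2 fold change after Ang II was -0.59 in WT, where 3 of them were called, and 0.41 in miR-214-/-. Before Ang II they were lower in miR-214-/- than in WT by a median log2 fold change of -0.37, and after it they were higher by 0.61. The mean log2 CPM was 4.08 ± 0.01 (SD, n = 3) in WT sham, 3.38 ± 0.06 in WT Ang II, 3.51 ± 0.16 in miR-214-/- sham and 4.06 ± 0.21 in miR-214-/- Ang II.

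Figure 7D marks 27 of these genes for miRWalk and 6 of them also for TargetScan. Among the latter, interaction log2 fold changes were 1.22 for Sit1, 1.19 for Tbc1d16, 1.26 for Ifitm10, 0.75 for Fbxl4 and 0.97 for Ly6c1, with adjusted p-values from edgeR between 0.213 and 0.223. Sit1 (ENSMUSG00000028460, chromosome 4, 43482081 to 43483734) went from 37.3 ± 10.1 to 27.7 ± 5.05 CPM in WT and from 28.0 ± 4.64 to 48.3 ± 10.0 CPM in miR-214-/- (SD, n = 3).

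Mature miR-214-3p has the sequence ACAGCAGGCACAGACAGGCAGT, which was found in Mir214 on chromosome 1 of GRCm38. Its positions 2 to 8, counted from the 5′ end, pair with the site CCTGCTG. The prediction tables of miRWalk and TargetScan were not used here, so this site was looked for in the annotated 3′ UTRs. Of the Figure 7D genes, 35 had an annotated 3′ UTR, and 13 of these (37.1%) held the site, against 26.3% of 13115 other tested genes (ratio 1.41, Fisher's exact test, two-sided, p = 0.176). Against 10000 random draws of genes with matched 3′ UTR length the ratio was 1.45 (p = 0.0974 from the draws, not an exact test). With the longer site CCTGCTGA the ratio was 0.857 (Fisher's exact test p = 1), on the other side of 1. Of the 6 genes marked for TargetScan 4 held the shorter site (ratio 2.54, Fisher's exact test p = 0.0447, not adjusted over the sets and sites tested) and 0 the longer one (Fisher's exact test p = 1). The 3′ UTRs of these 6 genes were longer than those of other genes, and against genes of matched length the first ratio was 2.11 (p = 0.0701 from the draws, not an exact test). The 6 genes were marked because they are predicted targets, so a higher share of sites among them is not independent evidence. The paper takes the predicted targets among the genes repressed in WT but not in miR-214-/- T cells as further support for a pleiotropic role of miR-214 in how Ang II reprograms T cells.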

**Figure 7.**
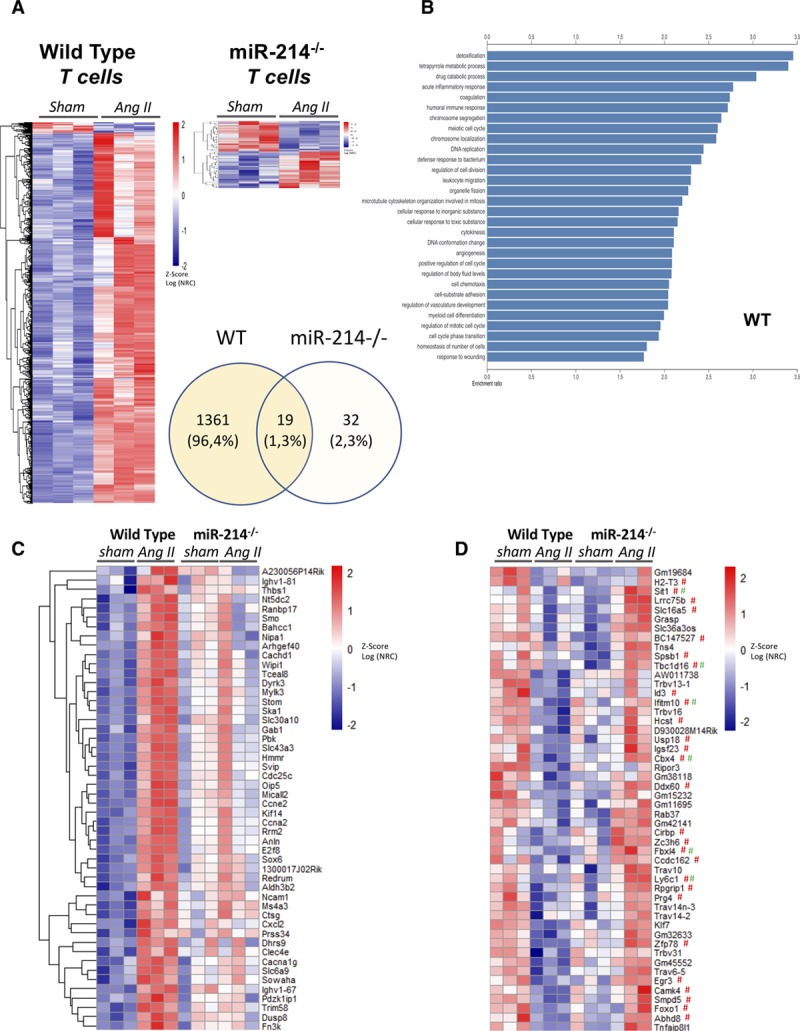
**Essential role of miR-214 in T cell responses in Ang II (angiotensin II)-induced hypertension.** **A**, Genes with absolute log_2_FC>1, significantly (FDR adj *P*<0.05 calculated using Wald test in DESeq2) changed in T cells following 2-week AngII infusion in vivo in WT (left) and mir214^−/−^ (right) mice (n=3). Venn diagram indicates total numbers of genes changed in each strain of mice in response to Ang II. **B**, Top 30 pathways significantly upregulated in WT T cells following 2-weeks AngII infusion in vivo in WT mice. **C**, Top 50 genes (based on interaction term estimate) preferentially induced by Ang II infusion in WT when compared with mir214^−/−^ mice (FDR adj *P*_interaction_ <0.05 for all presented). **D**, Top 50 genes preferentially repressed by AngII infusion in WT as compared with miR-214^−/−^ mice. Predicted targets of miR-214 for miRWalk (# red) and TargetScan 7.1 (# green). Data on heat maps are presented as *z*-scores of log transformed, normalized gene read counts (Log NRC) calculated with DESeq2.

### miR-214 Regulates T Cell Activation and Chemotaxis in Hypertension

Following the analysis of our RNASeq data, we next studied mRNA and protein levels of key proinflammatory and profibrotic cytokines upon Ang II-induced hypertension. mRNA expression was studied in activated T cells isolated from spleens of sham and Ang-II infused WT or miR-214^−/−^ mice. As expected, Ang II hypertension caused increased induction of *Il17a, Tgfb1 Tnfa, Il9, Ccl5, and Ifng* in the WT T cells. MiR-214^−/−^ mice were protected from this induction (Figure 8A). The effects of miR-214 on the induction of T cell protein levels of IL-17, TNF-α (tumor necrosis factor-α), Il-9, and IFN-γ (interferon-γ) in vivo were confirmed by intracellular staining using flow cytometry (Figure 8B).

**Figure 8.**
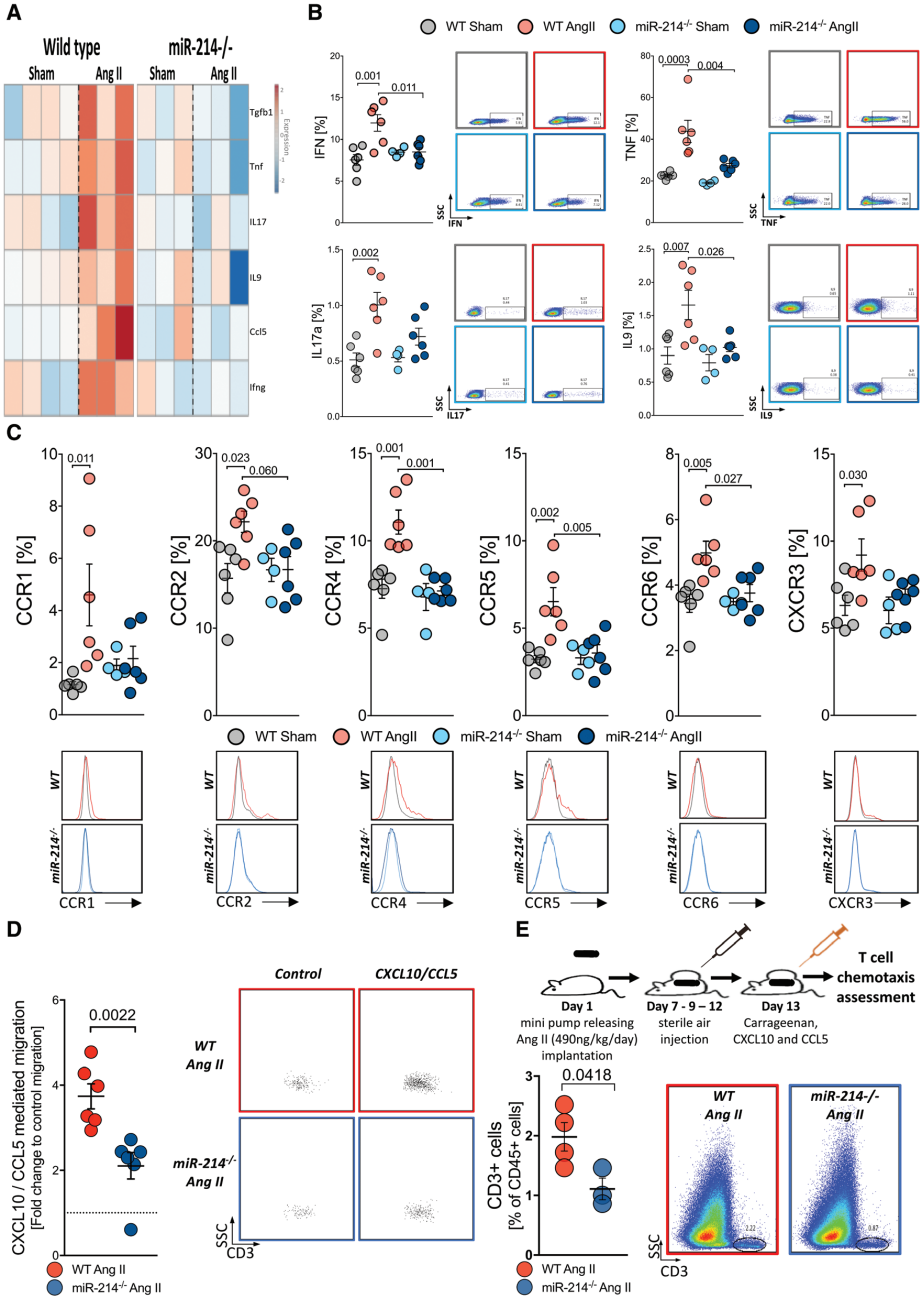
**MiR-214 modulates T cell proinflammatory cytokine production, chemokine receptors expression and T cells migration in Ang II (angiotensin II)-induced hypertension.** **A**, Heatmap of selected profibrotic cytokine mRNA in T cells upon Ang II-induced hypertension in WT (left) and miR-214^−/−^ (right) mice. Gene expression was studied upon ex vivo activation by anti-CD3 and anti-CD28 for 24 h (n=3–4/group) and presented as fold change, relative to average of sham. **B**, Cytokine production by T cells in sham buffer and Ang II infused WT and miR-214^−/−^ mice (n=4–6/group) upon 6-h stimulation with PMA studied by flow cytometry. **C**, T cell chemokine surface receptors in sham and Ang II-infused WT and miR-214^−/−^ mice studied by flow cytometry with representative histograms (n=4–6/group). **D**, In vitro chemotaxis of T cells obtained from hypertensive animals toward CXCL10 and CCL5 in Boyden chambers (n=6/group) with representative dot plots reflecting control and chemokine induced migration. **E**, Air pouch model of T cell chemotaxis (top) showing T cell recruitment toward membranes surrounding air-pouch filled with carrageenan and recombinant proteins (CXCL10 and CCL5) in hypertensive WT and miR-214^−/−^ mice with representative density plots (n=3–4/group). Data presented as mean±SEM and analyzed by *t*-test with FDR (All genes show FDR adj *P*<0.05 in WT but not in miR-214^−/−^), Mann-Whitney *U* test (**D**) or *t*-test (**E**). Two-way ANOVA with Tukey (**B** and **C**; *P* values adjusted for 6 comparisons). Overall *P* values for 2-way ANOVA; **B** for IFN (*P*^AngII×Genotype^=0.0073, *P*^AngII^=0.0068, *P*^Genotype^=0.0988), TNF (*P*^AngII×Genotype^=0.0475, *P*^AngII^=0.0001, *P*^Genotype^=0.0042), IL17a (*P*^AngII^=0.0007, *P*^Genotype^=0.1316, *P*^AngII×Genotype^=0.0814) and IL9 (*P*^AngII^=0.0045, *P*^Genotype^=0.0245, *P*^AngII×Genotype^=0.0994); **C** for CCR1 (*P*^AngII×Genotype^=0.0413, *P*^AngII^=0.0198, *P*^Genotype^=0.2508), CCR2 (*P*^AngII×Genotype^=0.0467, *P*^AngII^=0.0452, *P*^Genotype^=0.1193), CCR4 (*P*^AngII×Genotype^=0.0081, *P*^AngII^=0.0022, *P*^Genotype^=0.0013), CCR5 (*P*^AngII× Genotype^=0.0142, *P*^AngII^=0.0047, *P*^Genotype^=0.0186), CCR6 (*P*^AngII×Genotype^=0.0445, *P*^AngII^=0.0066, *P*^Genotype^=0.0596), CXCR3 (*P*^AngII^=0.0167, *P*^Genotype^=0.0771, *P*^AngII×Genotype^=0.163).

Chemokine-dependent perivascular recruitment of T cells is essential for vascular dysfunction^19^ and aortic stiffening.^11^ To further investigate this phenomenon, we studied expression of relevant chemokine receptors in normotensive and hypertensive WT and miR-214^−/−^ mice. We observed induction of CCR1, CCR2, CCR4, CCR5, and CCR6 as well as CXCR3 on the surface of T cells in Ang II hypertension (Figure 8C). These increases were not observed in miR-214^−/−^ mice (Figure 7C), suggesting that reduced chemotaxis of these cells can explain decreased T cell recruitment in miR-214^−/−^ mice. Therefore, we next investigated the role of miR-214 in the regulation of T cell chemotaxis in vitro using the Boyden chamber and in vivo air-pouch experiments (Figure 8D and 8E). Peripheral blood T cells from the miR-214^−/−^ mice infused with Ang II exhibited reduced chemotaxis towards key chemokines involved in hypertension—CCL5 (C-C motif chemokine ligand 5) and CXCL10 when compared with WT mice (Figure 8D). This observation was confirmed using an in vivo chemotaxis model, in which T cell recruitment into the air-pouch wall was inhibited by miR-214^−/−^ in Ang II-hypertensive mice (Figure 8E).

## Discussion

We have identified the role of miR-214 in mediating perivascular fibrosis in hypertension. We link these pathophysiological effects of elevated miR-214 to the T cell compartment that infiltrates the PVAT and induces the fibrotic response. MiR-214 affects global change of transcriptomic profile in T cells in hypertension, enabling their activation and recruitment into perivascular fat. It also regulates the development of T cell profibrotic properties in hypertension. These mechanistic studies in mice led us to show in humans that plasma miR-214 is increased in hypertension and is significantly associated with PWV and endothelial dysfunction in hypertensive subjects. Hence, miR-214 is a new target linking the T-cell inflammatory cascade to vascular complications of hypertension.

While our study is the first to link miR-214 to vascular dysfunction and perivascular fibrosis, earlier studies have shown that miR-214 regulates cardiac and renal fibrosis in the conditions of organ-selective stress. MiR-214 repression is protective in the setting of unilateral ureteral obstruction-induced renal fibrosis and damage, but at the same time miR-214 loss exacerbates cardiac fibrosis evoked by ischemia-reperfusion injury.^13^ Those studies indeed highlight the organ-specific context in which miRNAs can drive opposing responses, presumably due to the different cell types, in which the miRNA is expressed in and the cell-specific transcriptome induced in response to different pathogenic stimuli.

We report that miR-214^−/−^ mice are protected from the development of endothelial dysfunction, a hallmark of hypertension,^23^ despite the similar blood pressure response to Ang II. While this might be regulated by the role of miR-214 in the endothelium itself, we have previously shown that T cell infiltration into the vessel wall induces endothelial dysfunction mainly through IFN-γ-dependent mechanisms.^19^ In line with these observations, miR-214^−/−^ prevented T cell activation and IFN-γ release.

The mechanisms through which T cells and their cytokines such as IL-17, IFN-γ, TNF-α, and TGF-β can affect perivascular fibrosis have been previously demonstrated.^24–28^ In our model, TGF-β seems to be the most evident regulator of fibrosis in aortas from Ang II hypertensive mice. Its induction is alleviated in miR-214^−/−^ mice, even though TGF-β is not a direct target of miR-214. This effect may however be explained by the fact that TGF-β expression in fibroblasts may be induced by T-cell–derived cytokines, such as IFN-γ, TNF-α, or IL-17.^24^

Induction of miR-214 in PVAT and T cells is dependent on blood pressure increases, rather than by direct actions of Ang II. This is in line with earlier observations that T cell activation and vascular recruitment depend on pressure increase and are in part dependent on mechanical stretch,^11^ which involves and affects antigen presenting cell activation.^29^ Taking into account that miR-214 increases in T cells upon activation and perivascular T cell infiltration increases 3- to 4-fold in hypertension, T cell infiltration into PVAT may provide the most compelling mechanism of miR-214 increase in this compartment in Ang II-induced hypertension. Moreover, miR-214 seems to regulate T cell activation characterized by profibrotic effector cytokine production and chemokine receptor expression. The mechanisms of this are complex and not fully understood. RNASeq analysis of isolated T cells showed that Ang II causes profound transcriptional changes, which are lost in miR-214^−/−^ T cells. It is difficult to molecularly dissect a single repressor of T cell activation and migration that could be responsible for the effects of miR-214. RNASeq suggested that miR-214 in the T cells has a broad pleotropic effect, leading to global change in T cell activation in hypertension. The combined effect of these alterations is likely responsible for the beneficial phenotypic changes in hypertension. Further studies are needed to fully understand all the pathways central to these effects orchestrating vascular inflammation and stiffness and to develop possible selective therapeutic targeting approaches.

While our study shows the role of miR-214 in T cell activation and cytokine production in hypertension for the first time, one should be cautious in attempts to apply these findings to other inflammatory conditions. For example, miR-214 decreases in relapsing phase of multiple sclerosis, which is accompanied by increased Th17 cells.^18^

Interestingly, we observe that the induction of major hypertensive cytokines is inhibited in T cells from Ang II-infused miR-214^−/−^ mice, but no effects on blood pressure responses was seen in this model. This is surprising but may reflect a complex role of cytokines at different stages of hypertension, as well as a possible differential role of vascular and renal inflammation at different stages of hypertension. In fact, our blood pressure data are in contrast to very recent suggestions that intrarenal application of antagomir targeting miR-214-3p significantly attenuated salt-induced hypertension and albuminuria in SS rats. miR-214-3p directly targeted eNOS in Dahl salt-sensitive rats.^16^ However, in our model, we did not see decreases in eNOS expression in the vessels upon Ang II infusion. This discrepancy may be related to different model of hypertension used. Congenic Dahl salt-sensitive rat used in that study is primarily kidney-dependent,^30^ which may contribute to observed difference. Interdependence with other immune cells involved in hypertension, such as B cells,^31^ macrophages,^32^ and NK cells^33^ should be considered as well. While our studies do not show miR-214 induction in non-T cell immune cells, their role may be upstream from the T cell in immune activation.^33^

Finally, it is important to note that we reported that miR-214 is increased in plasma of patients with hypertension and is linked to PWV as a measure of vascular stiffening in humans.^34^ Thus, miR-214 might serve as a valuable biomarker of vascular stiffening. Moreover, considering the pivotal role of miR-214 in regulating vascular inflammation, endothelial dysfunction, oxidative stress, and perivascular fibrosis, all constituting elements of accelerated vascular aging, our study indicates a possibility of the use of miR-214 as a biomarker of accelerated vascular aging and in the future targeting T cell miR-214 to target this important process. Our studies also emphasize the need to identify novel therapies inhibiting T cell activation and their recruitment in cardiovascular diseases.^35,36^

In summary, we have identified that miR-214 is an essential regulator of T cell dependent mechanisms of vascular stiffening, fibrosis, and dysfunction in hypertension. It may represent a novel biomarker and a possible target for modulation of perivascular inflammation.

## Acknowledgments

We thank Dr Eric Olson for providing the miR-214^−/−^ mice and Dr John McClure for valuable statistical support.

## Sources of Funding

This study was supported by European Research Council (TJG-InflammaTENSION: ERC-CoG-726318 and AHB–Vascmir: ERC-338991), National Science Centre, Poland (2011/03/B/NZ4/02454), British Heart Foundation (Guzik-FS/14/49/30838; Baker-RG/14/3/30706, CH/11/2/28733) and Kidney Research UK (LD–PD6/2012), MRC (MC, MR/S005412/1), UK Regenerative Medicine Platform (MSS, MR/R015651/1), National Science Centre, Poland (RN funded by 2013/11/N/NZ4/00310).

## Disclosures

None.

## Supplemental Materials

Expanded Materials and Methods

Online Figures I–VI

Raw gene counts of the RNA-Seq

Full Unedited Blots

Major Resources Table

References^37–43^

## Supplementary Material

# Supplementary material for: T-Cell–Derived miRNA-214 Mediates Perivascular Fibrosis in Hypertension
**Source:** Circ Res. 2020 Feb 17;126(8):988–1003. doi: 10.1161/CIRCRESAHA.119.315428
**Supplement:** Supplementary file 1

# Supplemental Material

## **T cell-derived miRNA-214 controls perivascular fibrosis in hypertension.**

Ryszard Nosalski<sup>1,2</sup>, Mateusz Siedlinski<sup>2</sup>, Laura Denby<sup>3</sup>, Eilidh McGinnigle<sup>1</sup>, Michal Nowak<sup>2</sup>, Aurelie Nguyen Dinh Cat<sup>1</sup>, Laura Medina-Ruiz<sup>4</sup>, Marco Cantini<sup>5</sup>, Dominik Skiba<sup>1,2</sup>, Grzegorz Wilk<sup>2</sup>, Grzegorz Osmenda<sup>2</sup>, Julie Rodor<sup>3</sup>, Manuel Salmeron-Sanchez<sup>5</sup>, Gerard Graham<sup>4</sup>, Pasquale Maffia<sup>1,4,6</sup>, Delyth Graham<sup>1</sup>, Andrew H. Baker<sup>3</sup> and Tomasz J. Guzik<sup>1,2</sup>

## DETAILED MATERIALS AND METHODS:

**Materials:** Please see the Major Resources Table in the Supplemental Materials.

### Animals and model of hypertension

C57BL/6 and Rag1<sup>-/-</sup> (B6.129S7-*Rag1*<sup>tm1Mom</sup>/J) were obtained from Jackson Laboratories. The miR-214<sup>-/-</sup> mice were kindly gifted by Dr Eric Olson previously described<sup>15</sup>, which for adoptive transfer experiments were backcrossed 7 times to C57BL/6N background.

Hypertension was induced in twelve-week old mice by infusion of angiotensin II (490ng/kg/d) for 14 days via osmotic minipumps (Model 2002, Alzet Corporation). Sham treatment involved infusion of the vehicle for angiotensin II. In the subset of animals hydralazine (320mg/L) and hydrochlorothiazide (60mg/L) was co-administrated ad libitum in drinking water to normalise blood pressure as described before<sup>11</sup>. Mice received hydralazine for two weeks starting 1 day before osmotic minipumps implantation. Blood pressure (BP) was measured by non-invasive tail cuff plethysmography using BP2000 Blood Pressure Analysis System (Visitech Systems Inc.), following a 7 days period of training prior to minipumps implantation. BP was monitored every day at the same time with the platform warmed to 36°C. 10 preliminary and 15 actual measurements in each session were performed. Animals were rotated through all channels daily to avoid channel-to-channel variations. The Chauvenet's criterion (measurements greater than 2 SD from the mean) was used to automatically detect and exclude the outliers by the BP-200 Software.

Independent group of animals were used for telemetric BP assessment. A telemetric device (PA-C10, Data Sciences International; DSI) was implanted into mice through catheterization of carotid artery one week prior to minipump implantation. BP was recorded for 10 minutes each hour for the whole duration of the experiment.

All surgical procedures were performed under general anaesthesia by using isoflurane (3-5% for induction and 1,5-3% for anaesthetic maintenance) or ketamine with xylazine solution IP (100 mg/kg and 10 mg/kg). At the end of experiments animals were sacrificed with CO<sub>2</sub> inhalation.

Randomization and allocation concealment were performed. Briefly, mice were randomly allocated to treatment groups, sham mice were implanted minipumps containing buffer, and were labelled using animal facility labelling system. Operators for all assays were blinded to group allocation during all analytical procedures.

All *in vivo* work was performed in accordance with the United Kingdom Animals Scientific Procedures Act 1986 and ARRIVE (Animal Research: Reporting of In Vivo Experiments) Guidelines and approved by the Home Office under Project License No. 7009021 and animal ethics approval of Jagiellonian University Ethics Committee (157/2016). All experiments conform the guidelines from Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes.

### T cell adoptive transfer

T cells were isolated by negative selection from the spleen of miR-214<sup>-/-</sup> or wild-type littermate animals according to the manufacturer's instructions using EasySep™ Mouse T cell Isolation Kit (STEMCELL Technologies). 10<sup>7</sup> cells were resuspended in 200ul of saline and injected by tail vein into RAG1<sup>-/-</sup> animals. 4 weeks after adoptive transfer chronic angiotensin II infusion was infused as above.

### **Vascular studies**

Vessel segments from thoracic aorta were mounted in organ bath chambers (610M myograph, DMT) filled with PSS buffer (118,99 mmol/l NaCl, 4.69 mmol/l KCl, 1.17 mmol/l MgSO<sub>4</sub>·7H<sub>2</sub>O, 1,18 mmol/l KH<sub>2</sub>PO<sub>4</sub>, 2,5 mmol/l CaCl<sub>2</sub>·2H<sub>2</sub>O, 25 mmol/l NaHCO<sub>3</sub>, 11.1 mmol/l glucose, 0,03 mmol/l EDTA) oxygenated with 95%O<sub>2</sub>-5%CO<sub>2</sub>). Relaxation to the endothelium-dependent and -independent vasodilators, acetylcholine (ACh) and sodium nitropruside (SNP), following preconstruction with prostaglandin F<sub>2</sub>α (PGF<sub>2</sub>α) was measured. All relaxation responses are presented as a percentage of initial constriction to PGF<sub>2</sub>α.

Vascular stiffness was assessed using pressure myograph system (DMT) as previously described<sup>37</sup>. Briefly, thoracic aorta was mounted on cannulas in calcium-free PSS buffer and intraluminal pressure was increased in step wise-fashion between 10 and 120 mmHg, preceded by 60 min equilibration period at pressure 70 mmHg in 37°C. Internal and external diameters were recorded.

Superoxide generation was measured in intact thoracic aorta vessels using lucigenin enhanced chemiluminescence [LGLC]. Harvested blood vessels were cut to expose endothelial surface and placed in Krebs HEPES buffer (37°C) containing 5μM lucigenin into single tube FB12 luminometer (Berthold). Data are expressed as relative light units (RLU) per second per mg of a dry vessel tissue.

### **Histologic Stains**

Formalin fixed and paraffin embedded 7μm sections of thoracic aorta with PVAT were deparaffinized and rehydrated. For picrosirius red staining, sections were stained with Weigert's iron hematoxylin solution (Sigma-Aldrich) for 10 minutes. Next slides were washed and incubated in the dark with 0.1% Sirius red F3B (Sigma-Aldrich) for 1 hour, washed in acidified water, dehydrated and mounted. Masson's trichrome staining was performed in accordance with the manufacturer's protocol using HT15 Trichrome stain Kit (Sigma-Aldrich). Quantification of collagen staining was performed using ImageJ software by blinded observers.

### **Hydroxyproline assay**

Snap frozen thoracic aortas were hydrolyzed in 6N HCl at 120°C for 24h and neutralized with 6N NaOH. From each sample, 5 ul of the final neutralized hydrolysate was used.

Hydroxyproline concentration was measured using a microplate reader and normalized to the protein concentration.

### **Flow cytometry**

Perivascular adipose tissue was separated from the aorta and digested using collagenase type IX (125U/ml), collagenase type I (450 U/ml) and hyaluronidase (60 U/ml) dissolved in PBS containing calcium, magnesium and 20μM HEPES for 20 minutes in 37°C. The digested tissue was passed through a 70μm sterile cell strainer to yield a single cells suspension. Cells were washed and resuspended in FACS buffer, counted and stained using monoclonal antibodies and live/dead marker. The antibodies and their clones for staining were as follows: CD45 (30-F11, #103108), CD3 (145-2C11, #100320), CD11b (M1/70, #101208), F4/80 (BM8, #123130), CD11c (N418, #117316), B220 (RA3-6B2, #103212), NK1.1 (PK136, #108726) and zombie aqua viability dye. Example of gating strategy used to identify leukocyte subsets is shown in Online Figure VI.

Spleens were collected and passed through 70μm sterile cell strainer to obtain a single cell suspension. Next spleenocytes were stained for CD3 (145-2C11, #100312) and chemokine receptors such as CCR2 (SA203G11, #150608), CCR5 (HM-CCR5, eBioscience, #12-1951-83), CCR1 (S15040E, #152503), CXCR3 (CXCR3-173, #126542), CCR6 (29-2L17, #129815) and CCR4 (2G12, #131204).

To evaluate cytokine production by T cells intracellular staining was performed. Isolated spleenocytes were stimulated with phorbol 12-myristate13-acetate (PMA) and ionomycin for 6 hours in the presence of Golgi stop (eBioscience) in RPMI 1640 supplemented in 10% FBS. After washing cells were stained for CD3 (145-2C11, #100312) and subsequently fixed, permeabilized using Foxp3/transcription factor staining buffer set (eBioscience) and stained for intracellular cytokines for 30 min in 4°C IFN (XMG1.2, #505813), TNF- $\alpha$  (MP6-XT22, BD Bioscience, #554419), IL-17a (TC11-18H10.1, #506904), IL-9 (RM9A4, #514111). All antibodies were obtained from BioLegend, unless otherwise stated. Stained cells were acquired using FACS LSRII (BD Bioscience) and analyzed using FlowJo software (Tree Star Inc.).

### MicroRNA profiling

Total RNA from 5-6 pools of two PVAT (surrounding aorta) each, was isolated using mirVana kit (Ambion) and treated with rDNase I. RNA was reverse transcribed using Megaplex primer pools and profiled with TaqMan Rodent MicroRNA A Array v.2.0 (Applied Biosystems). Ct values were generated using automatic threshold and baseline settings in RQ Manager software (ver.1.2.2, Applied Biosystems). Ct values (<35) were normalized using global mean method and compared between treatment groups using t-test. All statistical tests were performed on normalized Ct values in R (ver. 2.15.0) using HTqPCR (ver.1.10.0) package.

### Analysis of miRNA and Gene Expression

RNA and miRNA were isolated using miRNeasy mini kit (Qiagen) and reverse transcription was performed using High Capacity cDNA reverse kit (Applied Biosystems) or TaqMan MicroRNA reverse transcription kit with the RT specific primers converting miRNA (Applied Biosystems). MiRNeasy serum/plasma kit (Qiagen) was used for isolation of miRs from human plasma in accordance with the manufacturer's instructions. During the serum miRNA purification 3.5 ul of miRNeasy/Serum/Plasma Spike-In Control (1.6x10<sup>8</sup> copies/ul of *C. elegans* miR-39, Qiagen) was added for use as an internal control. Reverse transcription was performed using TaqMan miRNA Reverse transcription kit (ThermoFisher). Measurement of miRNA and gene expression mRNA level were performed using specific TaqMan probes (Applied Biosystems) on the 7900HT real-time PCR system (ThermoFisher) according with manufacturer's instructions. SNORNA202 or U6 were used as an endogenous control for miRNA, miR-39 *C. elegans* was used as an endogenous control for serum miRNA level while 18S rRNA was used as endogenous control for gene expression. Relative quantification was calculated as  $2^{-\Delta\Delta Ct}$ .

### In Situ Hybridization

*In situ* hybridisation was performed to visually localise the miR-214 as previously described<sup>38</sup>. Briefly, 5 $\mu$ m tissue sectionNs were rehydrated and treated with 20 $\mu$ g/ml proteinase K (#25530049, Life Technologies) at 37 degrees for 20 minutes, then fixed with 4% paraformaldehyde. After washing with PBS, slides were incubated with hybridization buffer at 60 or 58 degrees for miR-214-3p (#YD00611471) or scramble probe (#YD00699004) labeled with 3' and 5' digoxigenin (DIG, Exiqon). After washing and blocking, immunodetection was performed with an anti-DIG antibody (#11093274910, Roche) in concentration 1:500 overnight. MiR-214 was visualized with BM purple solution (#11442074001, Roche) after 5 hours at room temperature.

### Cell Culture

Primary fibroblasts and vascular smooth muscle cells were obtained from adult C57BL/6 animals. Aortas were cleaned from periaortic fat, adventitia was separated mechanically from

media and next obtained layers were placed separately into enzyme solution (Collagenase II, Elastase, Soybean Trypsin Inhibitor in HBSS with calcium and magnesium) for 1 hour at 37°C in 5% CO<sub>2</sub> in the incubator. Cells were cultured in DMEM (Gibco) supplemented with 10% FBS until 90% confluent.

THP-1 monocytes (American Type Culture Collection) were cultured in RPMI 1640 medium supplemented with 10% FCS in 37°C. Next THP-1 monocytes were treated with 100nM phorbol 12-myristate 13-acetate (PMA) for 48h in order to differentiation into non-polarized macrophages (M0). Subsequently, M0 macrophages were cultured for 48h in presence of 20ng/ml IFN- $\gamma$  (PeproTech) and 10ng/ml LPS (Sigma-Aldrich) or IL-4 20 ng/ml (PeproTech) and IL-13 20ng/ml (PeproTech) to differentiate into M1 or M2 phenotype, respectively.

Human microvascular endothelial cells (HMVEC, ThermoFisher Scientific) were cultured in Medium 131 containing Microvascular Growth Supplement (MVSG) and gentamicin/amphotericin solution (Gibco). Primary VSMCs, fibroblasts and HMVEC were stimulated with angiotensin II (Sigma-Aldrich), IL-17, TNF $\alpha$ , TGF $\beta$  or ET-1 (R&D Systems) for 24 or 48 hours. Cells from 4-5 passage were used for experiments. Mouse T cells obtained from splenocytes of C57BL/6 mouse (negative selection) were stimulated via anti-CD3 antibodies (clone 17A2, BioLegend) with or without aldosterone (1  $\mu$ M) for 24 hours in RPMI 1640 supplemented in 10% FBS.

### **Pulse Wave Velocity (PWV) and Flow Mediated Dilatation (FMD)**

Arterial stiffness in human subjects with and without hypertension (see Table S1 for detailed clinical characteristics) was assessed by pulse wave analysis using a validated system (Sphygmocor Mx, AtCor Medical) at the time of recruitment. Measurement was performed accordingly to manufacturer instruction and in accordance with guidelines published by Laurent et al<sup>7</sup> and analyzed using SphygmoCor CvMS ver.9. PWV (Pulse Wave Velocity) was calculated as the distance covered by the waves (in meters) divided by the time delay measured between the feet of the two waveforms (in seconds). All patients underwent 24 hours blood pressure monitoring using Spacelabs 90217 Ultralite BP Monitors. Plasma was collected from the patients for laboratory risk biomarkers and microRNA detection and frozen immediately in -80°C. Flow-mediated dilatation (FMD) of the brachial artery was used to determine the vascular endothelial function and nitroglycerine-mediated dilatation (NMD) was used for measuring endothelial-independent vasodilatation. FMD was performed before and after five-minute long brachial artery occlusion while NMD one, two and five minutes after sublingual nitroglycerin application. Analysis was performed using Vascular Tools 5 software. Study was performed according to the Declaration of Helsinki and was approved by the Ethics Committee of Jagiellonian University. All participants gave written informed consent.

### **Western blot**

Immunoblotting was used to examine the expression of Nox2 (BD, #611414), Nox4 (Novus, #NB110-58849) eNOS (BD, #610297) TGF- $\beta$  (Cell Signaling, #37115) FN1 (Sigma, #F3648), MRC (Santa Cruz Biotechnology, #sc-71554), GR (Santa Cruz Biotechnology, #sc-1004) and beta-actin (Abcam, #ab8227).

Snap frozen vessels or isolated T cells were homogenized in RIPA lysis and extraction buffer (Thermo Scientific) supplemented with Halt™ Protease and Phosphatase Inhibitor Cocktail (Thermo Scientific). Protein were separated by electrophoresis on 10% or a gradient SDS polyacrylamide gels and transferred to nitrocellulose membrane. Nonspecific binding sites were blocked with 5% skim milk or 5% BSA in Tris-buffered saline solution containing 0.1% Tween-20 (TBS-T) for 1 hour in room temperature. Membranes were incubated with specific antibodies overnight at 4°C (5% BSA TBS-T), washed three times and incubated with secondary antibodies conjugated with fluorescent dyes (IRDye®800CW or IRDye®680LT,

LI-COR) for 1 hour in room temperature. Signals were detected using Odyssey CLx Imaging System (LI-COR) and quantified with ImageStudio software (LI-CORE).

### **Aldosterone Assay**

Plasma, obtained from blood of heparinized animals, was centrifuged immediately after collection (2000 x g for 15 minutes at 4°C), aliquoted and stored in -80°C. Before the analysis plasma samples were diluted 3 times in calibration diluent RD5-69. Aldosterone level was determined using Aldosterone Assay (KGE016, R&D) in accordance with the manufacturer's instructions.

### **Air-pouch model of inflammation**

The air-pouch model of T cell recruitment was utilized as described previously<sup>39</sup> with some modifications. In brief, hypertension was induced in twelve-week old mice by infusion of angiotensin II for 14 days as described above. 7 days upon the start of Ang II infusion, 3 ml of sterile air were injected subcutaneously under the dorsal skin every 2 days on 3 occasions. 24 hours after the final air injection, inflammation was induced by injecting 1ml of sterile carrageenan (1% (w/v) in PBS, Sigma) and 100 µl of PBS containing 1 µg of recombinant proteins (CXCL10 and CCL5, PeproTech) into the air-pouch. 48 hours later, mice were culled and the membrane surrounding the air-pouch was dissected and digested in 1ml of HBSS containing 0.44 Wunsch units of Liberase (Roche) for 1 hour at 37°C. Liberase was then deactivated with 20 µL of FBS and cell suspensions were passed through 70 µm nylon mesh filters and washed. Single cell suspensions were then stained with viability dye (eFluor™ 506, eBioscience, #65-0866-14) and monoclonal antibodies (CD45 PerCP Cy5.5 #103132 and CD3 APC #100312, BioLegend) and next acquired using an LSRFortessa flow cytometer (BD Bioscience). Analysis was conducted using FlowJo software (Tree Star Inc.).

### **Chemotaxis of isolated T cells**

Chemotaxis was examined on isolated T cells in Boyden chambers with 5 µm filter pore sizes (Costar). 600 µl of medium (RPMI 1640 supplemented in 10% FBS) containing recombinant chemokines (CXCL10 and CCL5) or vehicle was pipetted into the bottom chamber. Top insert containing 2x10<sup>5</sup> of T cells in 100 µl of RPMI 1640 supplemented in 10% FBS (medium) was carefully placed on top of the plate and incubated in humidified chamber in 5% CO<sub>2</sub> at 37°C for 1 hour. Following this, the cells were collected from the bottom chamber, centrifuged and next resuspend in 100 µl of FACS buffer. Cell were analyzed using flow cytometry. Data presented as a fold change of chemokine induced migration versus native migration.

### **Measurement of the elastic modulus of the adventitia via atomic force spectroscopy**

Atomic force spectroscopy was employed to measure the mechanical properties of explanted mouse aortas using a Nanowizard 3 BioScience AFM (JPK, Germany) as described previously<sup>40</sup>. 10 µm silica microspheres (Corpuscular Inc, USA) were glued to tipless cantilevers (TL-CONT from NanoWorld AG, Switzerland) using a two-component epoxy glue (Araldite from Huntsman Advanced Materials GmbH, Switzerland) and employed as nanoindenters. Explanted mouse aortas were embedded in OCT (Tissue-Tek®), frozen in liquid nitrogen and cut into 10 µm thick sections using a cryostat. Sections were rehydrated in DPBS (Gibco, USA) to remove the OCT prior to the measurement. Measurements were carried out in DPBS at RT. Cantilevers were calibrated in DPBS against a rigid surface to determine sensitivity using a contact-based method and the thermal noise method was employed to determine the spring constant using the JPK SPM Desktop software (version 6.1.130). 4x4 µm<sup>2</sup>, 4x4 pixels maps were measured in four positions in the adventitia of each animal. Indentation curves were obtained by applying a maximum force of 30 nN, with a retraction

length of 10  $\mu\text{m}$  and a constant speed of 2  $\mu\text{m s}^{-1}$ , and were analysed using the Hertz model to an indentation depth of 1  $\mu\text{m}$  and with Poisson's ratio of 0.5 using the JPK Data Processing software (version 6.1.120).

### RNA-Seq Analysis

Total RNA from T cells was isolated using Direct-zol™ RNA MiniPrep kit (Zymo Research) and treated with DNase I. RNA QC was performed using Agilent 2100 Bioanalyzer System. Samples with RIN score between 9.7-10 were used for further sequencing as described previously<sup>41</sup>. Briefly, mRNA was first enriched with Oligod(T) beads. Enriched mRNAs were fragmented for 15 minutes at 94 °C. First strand and second strand cDNA were subsequently synthesized. cDNA fragments were end repaired and adenylated at 3'ends, and universal adapters were ligated to cDNA fragments, followed by index addition and library enrichment by PCR with limited cycles. The sequencing library was validated on the Agilent TapeStation (Agilent Technologies, Palo Alto, CA, USA), and quantified by using Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA) as well as by quantitative PCR (KAPA Biosystems, Wilmington, MA, USA). Sequencing was performed with HiSeq 4000 (Illumina) with 150 bp paired-end reads (PE150). Sequence reads were trimmed to remove possible adapter sequences and nucleotides with poor quality using Trimmomatic v.0.36. The trimmed reads were mapped to the *Mus musculus* GRCm38 reference genome available on ENSEMBL using the STAR aligner v.2.5.2b. Unique gene hit counts were calculated by using featureCounts from the Subread package v.1.5.2. The hit counts were summarized and reported using the *gene\_id* feature in the annotation file. Only unique reads that fell within exon regions were counted. After extraction of gene hit counts, the gene hit counts table was used for downstream differential expression analysis (DESeq2).

### Statistical analysis

Data are reported as the mean $\pm$ standard mean error. To test normality of distribution, Kolmogorov-Smirnov, Shapiro-Wilk, q-q-plots and histograms test were employed before parametric or non-parametric tests were applied. Correlations were assessed by Spearman's rank correlation analysis. Statistical analysis was performed using t-test (2-group studies), one-way or two-way ANOVA (>2-group studies) with a Tukey's or FDR multiple comparison *post hoc* test for normally distributed data and Mann-Whitney or Kruskal-Wallis test with FDR correction for non-normally distributed data using GraphPad Prism 7 or Statistica 13 TIBCO. P values <0.05 were considered significant. Reported p values represent values already after multiple comparison correction (Bonferroni, Tukey's or FDR). Analysis in patient populations were performed in Statistica 13 TIBCO using t test for independent samples. Correlation between PWV and plasma miR-214 was assessed by Spearman's rank correlation test and then by multiple regression correcting for SBP and age.

Differential gene expression analysis from the RNA-Seq experiment was performed using raw gene counts and DESeq2 package in R (ver. 3.5.1)<sup>42</sup>. Primary analysis employed Wald test and investigated effect of Ang II infusion on transcriptome profile in WT (n=3 for Sham and n=3 for Ang II groups) and miR-214<sup>-/-</sup> (n=3 for Sham and n=3 for AngII groups) T cells separately. Secondary analysis was performed using both WT and miR-214<sup>-/-</sup> samples and employed Wald test in order to identify genes with significant interaction term between Ang II and genotype, while adjusting for these two independent factors. Overrepresentation analysis was performed using WebGestalt<sup>43</sup> using significantly (FDR adj p<0.05) changed genes. Number of samples represent biological replicates (independent mice used for experiments).

**Online Table I. Clinical characteristics of patients studied.**

| <b>Clinical features</b>                   | <b>Control<br/>(n=49)</b> | <b>Hypertension<br/>(n=51)</b> | <b>p value</b> |
|--------------------------------------------|---------------------------|--------------------------------|----------------|
| Age (years $\pm$ SD)                       | 55.5 $\pm$ 7              | 58.0 $\pm$ 7                   | NS             |
| Male sex (n; %)                            | 22 (45%)                  | 28 (54%)                       | NS             |
| <b>Blood pressure characteristics</b>      |                           |                                |                |
| Hypertension (%)                           | 0%                        | 100%                           | <0.001         |
| Office blood pressure                      | 120 $\pm$ 20/77 $\pm$ 8   | 141 $\pm$ 17/87 $\pm$ 11       | <0.001         |
| 24h ABPM (systolic mmHg $\pm$ SD)          | 115 $\pm$ 8               | 130 $\pm$ 15                   | <0.001         |
| 24h ABPM (diastolic mmHg $\pm$ SD)         | 73 $\pm$ 6                | 79 $\pm$ 10                    | <0.001         |
| Serum creatinine ( $\mu$ mol/L)            | 89 $\pm$ 11               | 87 $\pm$ 12                    | NS             |
| <b>Cardiovascular risk characteristics</b> |                           |                                |                |
| Current Smoking (%)                        | 10 (20%)                  | 11 (21%)                       | NS             |
| Ever smoking status(%)                     | 13 (27%)                  | 14 (27%)                       | NS             |
| Glucose intolerance/DM                     | 2 (4%)                    | 6 (11%)                        | NS             |
| Current blood glucose (mmol/L)             | 5.1 $\pm$ 0.8             | 5.7 $\pm$ 1.5                  | <0.05          |
| Total cholesterol (mmol/L)                 | 6.1 $\pm$ 1.2             | 5.8 $\pm$ 1                    | NS             |
| <b>Inflammatory/Autoimmune disease</b>     | 0 (0%)                    | 0 (0%)                         | NS             |
| CRP level                                  | 3.8 $\pm$ 11              | 2.9 $\pm$ 3.6                  | NS             |
| WBC (cells/mm <sup>3</sup> )               | 6.1 $\pm$ 2               | 6.9 $\pm$ 4                    | NS             |
| <b>Atherosclerosis and CAD</b>             |                           |                                |                |
| PCI/CABG(%)                                | 0 (0%)                    | 0 (0%)                         | NS             |
| Prior myocardial infarction (%)            | 0 (0%)                    | 0 (0%)                         | NS             |
| Peripheral Arterial Disease (%)            | 0 (0%)                    | 1 (2%)                         | NS             |
| Stroke/TIA                                 | 0 (0%)                    | 1 (2%)                         | NS             |
| <b>Medications</b>                         |                           |                                |                |
| ACE inhibitors/ ARB (%)                    | 0 (0%)                    | 32 (63%)                       | <0.05          |
| Beta – blockers (%)                        | 0 (0%)                    | 20 (51%)                       | <0.05          |
| Calcium channel blockers (%)               | 2 (4%)                    | 11 (70%)                       | <0.05          |
| Alpha – blockers (%)                       | 0 (0%)                    | 2 (4%)                         | NS             |
| Diuretics (%)                              | 0 (0%)                    | 18 (35%)                       | <0.05          |
| Statins (%)                                | 2 (4%)                    | 11 (22%)                       | <0.05          |

## Online Figure I

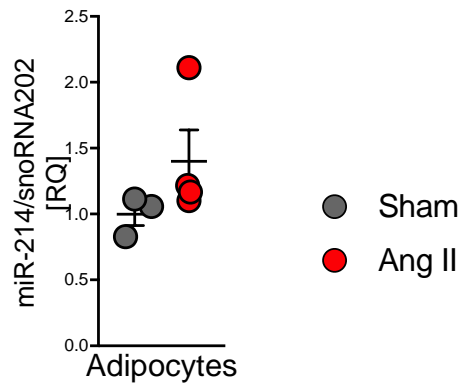

Online Figure I. **miR-214 level in adipocytes** Level of miR-214 in adipocytes isolated from PVAT of sham and Ang II animals. Data presented as mean $\pm$ SEM and analyzed by Mann-Whitney U test (n=3-4, two animals pulled in each - 6-8 mice).

## Online Figure II

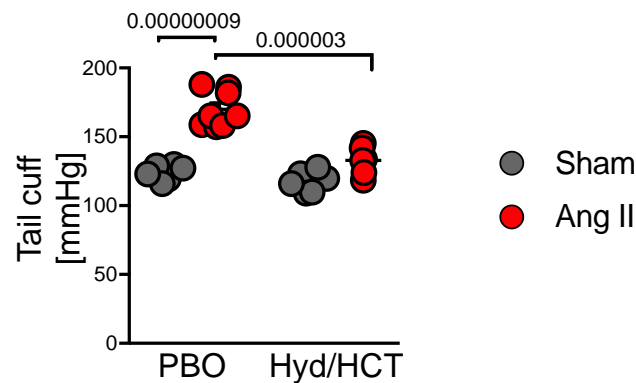

Online Figure II. **Effect of antihypertensive treatment on blood pressure in Sham and Ang II animals** Systolic blood pressure of mice treated with placebo (PBO) or hydralazine/hydrochlorothiazide (Hyd/HCT) measured by tail cuff. Data presented as mean $\pm$ SEM (n=6-8/group) and analyzed using two-way ANOVA ( $p_{\text{Drug} \times \text{AngII}}=6.4\text{e-}04$ ,  $p_{\text{Drug}}=1.2\text{e-}05$ ,  $p_{\text{AngII}}=8.3\text{e-}08$ ) with Tukey's multiple comparison test (p-values adjusted for 6 comparisons).

## Online Figure III

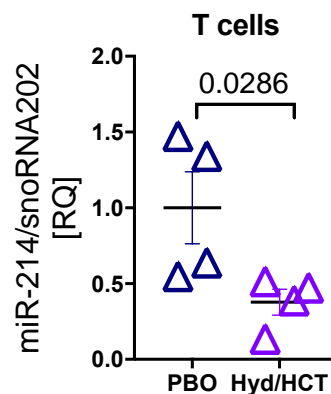

Online Figure III. **Antihypertensive treatment prevents miR-214 elevation in T cells** MiR-214 level in splenic T cells isolated from placebo (PBO) or Hydralazine/Hydrochlorothiazide (Hyd/HCT) treated hypertensive (Ang II) mice (n=4/group). Data presented as mean $\pm$ SEM and analyzed by Mann-Whitney U test.

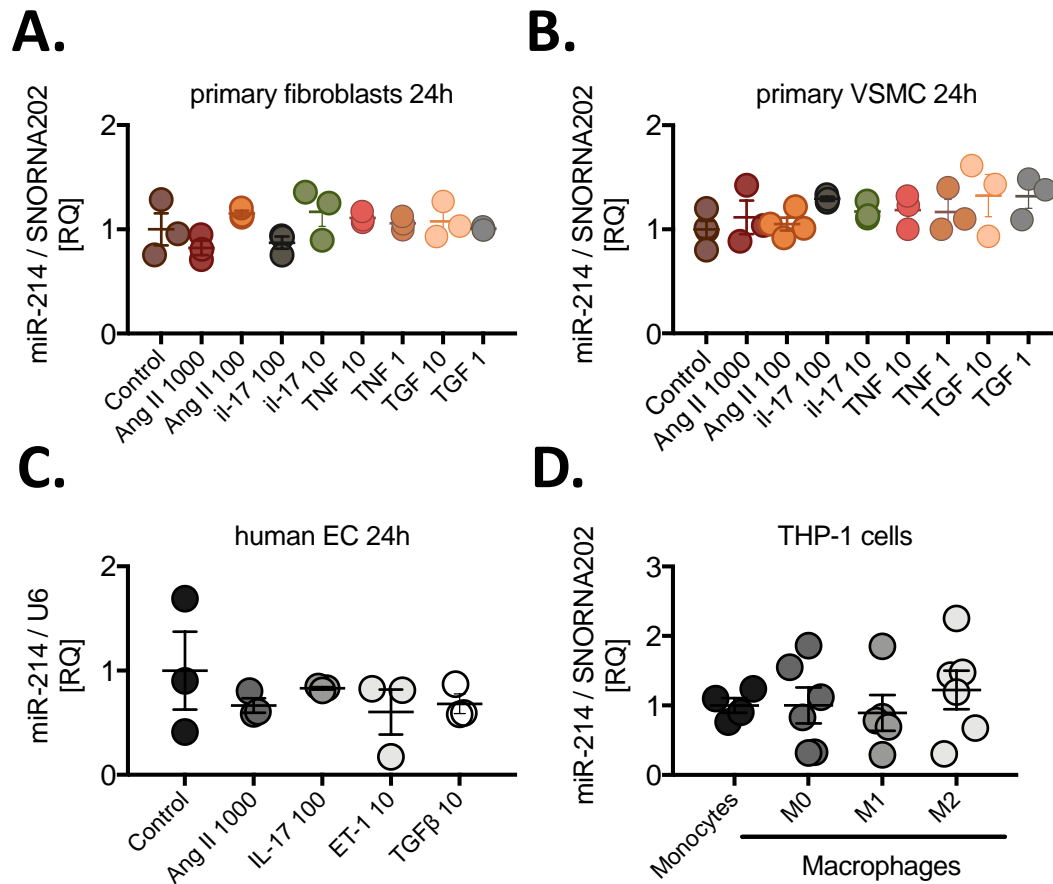

Online Figure IV. **miR-214 mRNA in vascular cell types *in vitro* upon stimulation**  
 Level of miR-214 in primary mouse fibroblasts (**A.**) and primary mouse vascular smooth muscle cells (**B.**) upon stimulation by Ang II, IL-17, TNF- $\alpha$  and TGF- $\beta$  for 24h. **C.** miR-214 expression in human endothelial cells upon stimulation of Ang II, IL-17 and TGF-beta for 24h. **D.** miR-214 expression in THP-1 cells. Data presented as mean $\pm$ SEM (n=3-6). Data analyzed using one-way ANOVA. Overall one-way ANOVA analysis for Panel **A**; p=0.11, Panel **B**; p=0.35, Panel **C**; p=0.64 and Panel **D**; p=0.81.

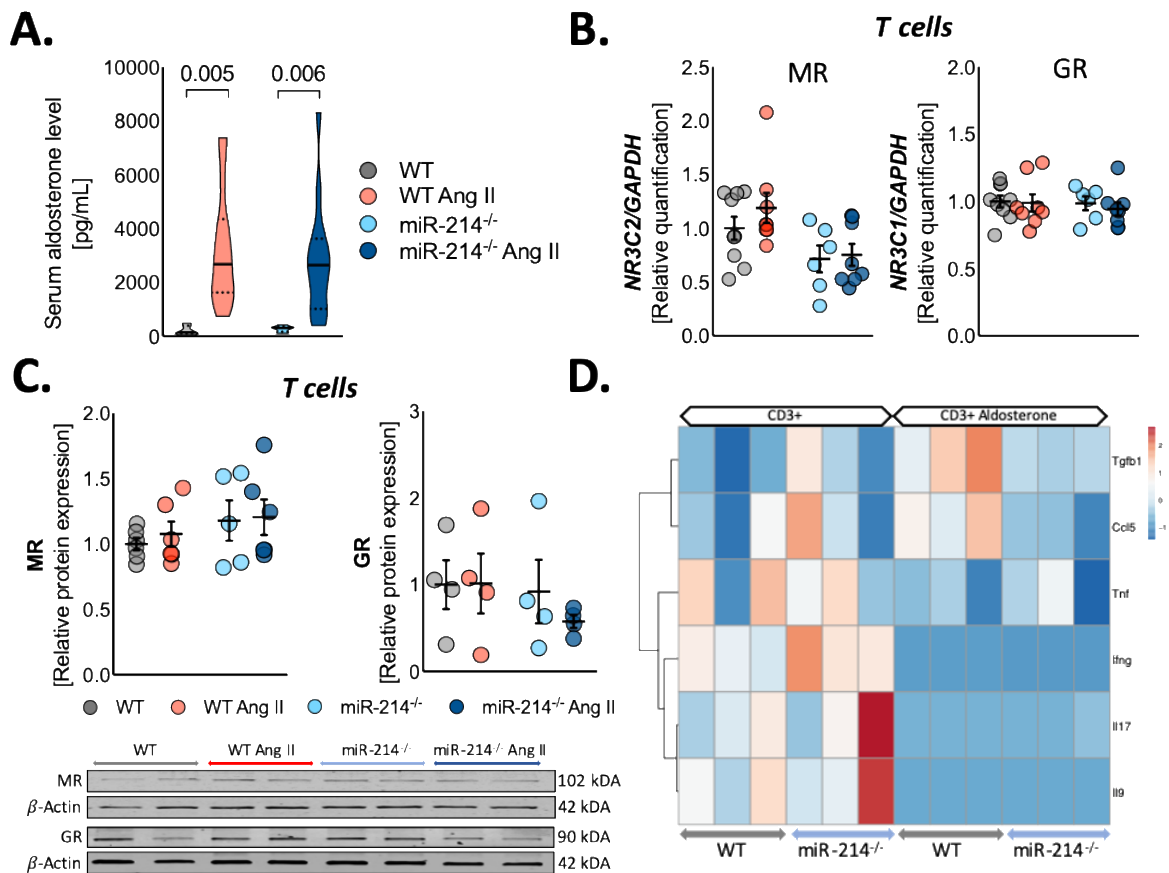

Online Figure V. **Role of miR-214 in the regulation of mineralocorticoid biology**

**A.** Aldosterone levels in urine of WT and miR-214<sup>-/-</sup> mice infused with sham buffer or Ang II (n=7-13). **B.** mRNA expression levels of mineralocorticoid receptor (MR) (*nr3c2*) and glucocorticoid receptor (GR) (*nr3c1*) in splenic T cells (n=8-9). **C.** Protein level of MR and GR receptors in sorted T cells studied by western blotting (n=6 and n=4, respectively). Data presented as mean $\pm$ SEM. Data analysed using two-way AOVA with Tukey's test for multiple comparisons (p-values adjusted for n=6). Adjusted p-values indicated. **D.** Heat map representing mRNA expression levels (fold change) of key cytokines in WT and miR-214<sup>-/-</sup> T cells *in vitro* stimulated with anti CD3 in the presence or absence of aldosterone for 24h (n=3). Data analysed using two-way ANOVA with FDR test for multiple comparisons (p-values adjusted for 36 comparisons). Overall p values for two-way ANOVA; Panel A (pAngII=2.2e-05, pGenotype=0.7, pAngII x Genotype=0.6), Panel B for MR (pAngII=0.35, pGenotype=5.8e-03, pAngII x Genotype=0.53), for GR MR (pAngII=0.62, pGenotype=0.59, pAngII x Genotype=0.78); Panel C for MR (pAngII=0.65, pGenotype=0.18, pAngII x Genotype=0.82), for GR (pAngII=0.58, pGenotype=0.39, pAngII x Genotype=0.55).

## Online Figure VI

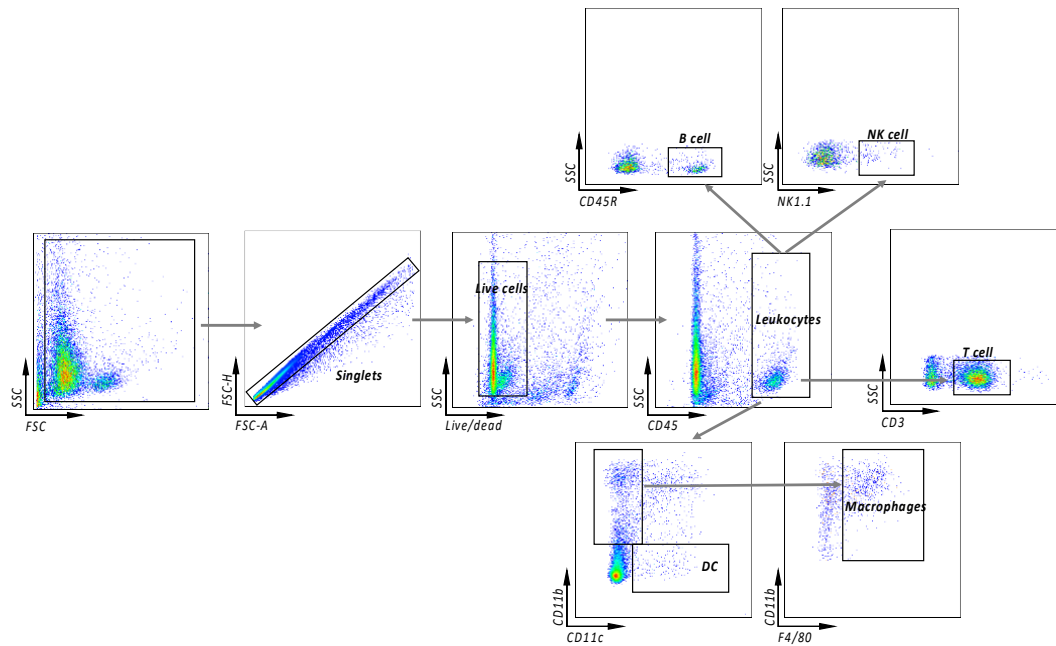

### Online Figure VI. Leukocyte gating strategy for Flow cytometry.

Cells were first gated by forward scatter (FSC) and side scatter (SSC) to remove debris. Next, cells were gated for singlets (FSC-H vs. FSC-A) and live cells (SSC vs. Live/Dead Aqua stain) to exclude dead cells from the analysis. The total leukocytes were gated according to CD45 surface expression (SSC vs. CD45). T cells (CD3), B cells (CD45R) and NK cells (NK1.1) were gated directly from the leukocyte-gated population (CD45). Dendritic cells were identified by the positive expression of CD11c and lack of markers for CD11b within the CD45 gate. Macrophages were gated from CD45 and CD11b positive cells according to their F4/80 surface marker. Flow cytometry plots for the various markers are shown in bi-exponential format.

# Supplementary material for: T-Cell–Derived miRNA-214 Mediates Perivascular Fibrosis in Hypertension
**Source:** Circ Res. 2020 Feb 17;126(8):988–1003. doi: 10.1161/CIRCRESAHA.119.315428

Full unedited gel  
**Figure 3 F.**

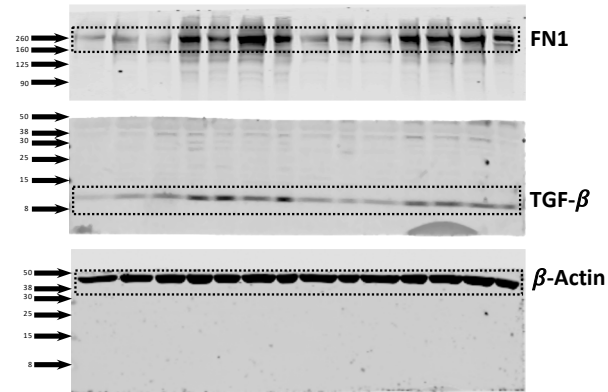

Full unedited gel  
**Figure 4 F.**

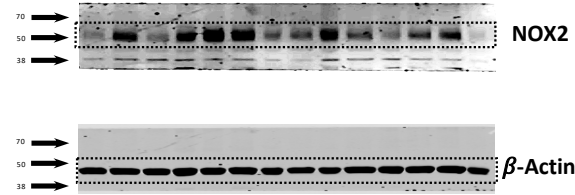

Full unedited gel  
**Figure 4 C.**

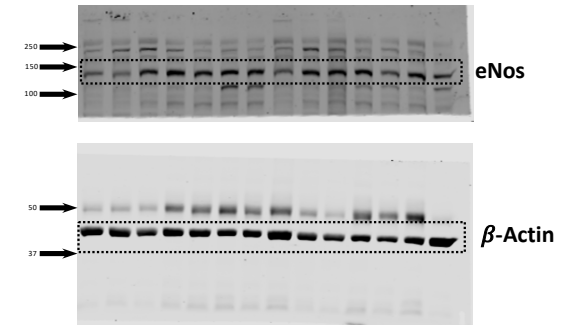

Full unedited gel **Online Figure V C.**

Full unedited gel  
**Figure 4 F.**

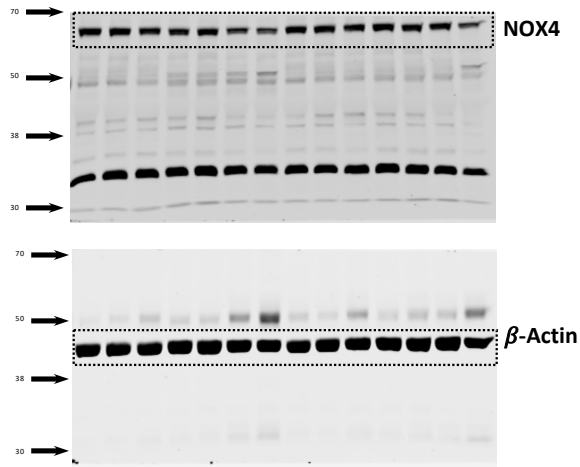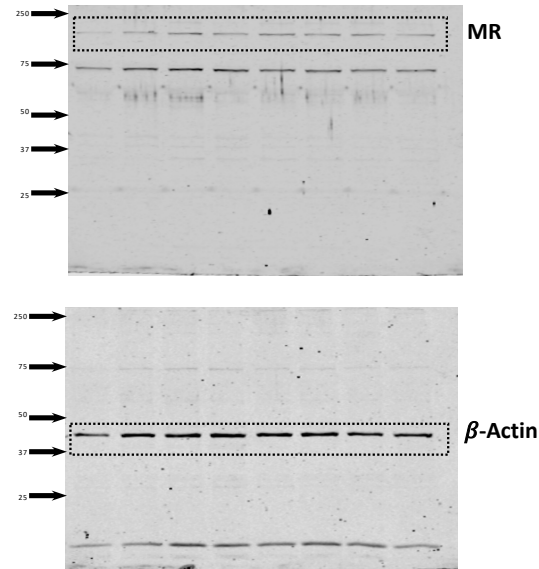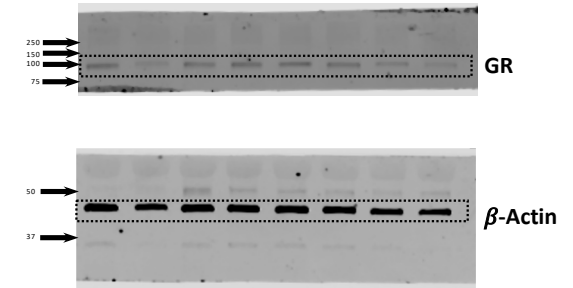

**Supplement:** Supplementary file 2

# Supplementary material for: T-Cell–Derived miRNA-214 Mediates Perivascular Fibrosis in Hypertension
**Source:** Circ Res. 2020 Feb 17;126(8):988–1003. doi: 10.1161/CIRCRESAHA.119.315428
**Supplement:** Supplementary file 5

### Major Resources Table

In order to allow validation and replication of experiments, all essential research materials listed in the Methods should be included in the Major Resources Table below. Authors are encouraged to use public repositories for protocols, data, code, and other materials and provide persistent identifiers and/or links to repositories when available. Authors may add or delete rows as needed.

#### Animals (in vivo studies)

#### Genetically Modified Animals

#### Antibodies

DOI [to be added]

#### DNA/cDNA Clones

DOI [to be added]

#### Cultured Cells

#### Data & Code Availability

#### Other

DOI [to be added]

# Supplementary material for: T-Cell–Derived miRNA-214 Mediates Perivascular Fibrosis in Hypertension
**Source:** Circ Res. 2020 Feb 17;126(8):988–1003. doi: 10.1161/CIRCRESAHA.119.315428
**Supplement:** Supplementary file 6

## Circulation Research

T cell-derived miRNA-214 mediates perivascular fibrosis in hypertension.

### \* Long In Vivo Checklist

*Circulation Research - Preclinical Animal Testing: A detailed checklist has been developed as a prerequisite for every publication involving preclinical studies in animal models. **Checklist items must be clearly described in the manuscript; if the answer to a question is "No", an explanation should be provided both within the manuscript text and on the following screen.** If this information (checklist items and/or explanations) cannot be included in the main manuscript because of space limitations, please include it in an online supplement. If the manuscript is accepted, this checklist will be published as an online supplement. See the explanatory [editorial](#) for further information.*

*This study involves use of animal models:*

Yes

### Study Design

The experimental group(s) have been clearly defined in the article, including number of animals in each experimental arm of the study. Yes

An overall study timeline is provided. Yes

The protocol was prospectively written Yes

The primary and secondary endpoints are specified Yes

For primary endpoints, a description is provided as to how the type I error multiplicity issue was addressed (e.g., correction for multiple comparisons was or was not used and why). (Note: correction for multiple comparisons is not necessary if the study was exploratory or hypothesis-generating in nature). Yes

A description of the control group is provided including whether it matched the treated groups. Yes

### Inclusion and Exclusion criteria

Inclusion and exclusion criteria for enrollment into the study were defined and are reported in the manuscript. No

These criteria were set *a priori* (before commencing the study). No

### Randomization

Animals were randomly assigned to the experimental groups. Yes

If random assignment was not used, adequate explanation has been provided. N/A

Type and methods of randomization have been described. Yes

Allocation concealment was used. Yes

Methods used for allocation concealment have been reported. Yes

### Blinding

Blinding procedures with regard to masking of group/treatment assignment from the experimenter were used and are described. The rationale for nonblinding of the experimenter has been provided, if such was not performed. Yes

Blinding procedures with regard to masking of group assignment during outcome assessment were used and are described. Yes

If blinding was not performed, the rationale for nonblinding of the person(s) analyzing outcome has been provided. No

## Sample size and power calculations

## Data Reporting

## Statistical methods

## Experimental details, ethics, and funding statements

How the deposited data were processed for this re-analysis (not part of the article)

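Gene expression was measured by RNASeq in T cells isolated from spleens of WT and miR-214-/- mice after 14 days of sham or Ang II infusion, with 3 mice in each of 4 groups and 1 library per mouse. The deposited table held raw read counts per gene, which the authors made with featureCounts from reads mapped to GRCm38 by STAR, as deposited without normalization. All 12 columns of the table were used. Of 49315 gene identifiers, 49056 were matched to the annotation of GRCm38. The 259 identifiers not matched held 0.0245% of the counts and stayed in the tests. Total counts per library were between 21126874 and 29605988, and a count of 0 was read as at most 3 counts. Such limits cover counting error alone. Replicate libraries were checked for copies, and 0 of 12 pairs within a group were identical.

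Counts were analysed in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and in Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9. The analysis used edgeR's filterByExpr on the groups compared, TMM scaling and the quasi-likelihood test at its defaults, with Benjamini-Hochberg adjustment over the genes tested. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 1, and for the interaction of Ang II and genotype at an adjusted p under 0.05. The comparisons were Ang II against sham in WT and in miR-214-/-, miR-214-/- against WT in sham and in Ang II, and the interaction over all 12 libraries with genotype and treatment as main effects. The paper's tool, DESeq2, was run as an alternative with its Wald test, its own size factors and independent filtering at 0.1. On simulated data with 200 changed genes and log2 fold changes between 1.5 and 2, edgeR recovered 135 genes with 6 false calls in a comparison of 3 against 3, and DESeq2 152 genes with 32 false calls. For a simulated interaction, edgeR recovered 108 genes with 8 false calls, and DESeq2 128 genes with 40 false calls. In camera of limma a simulated raised list of 20 genes was found and a random list of 20 genes was not.

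The gene set collection of Figure 7B was not used here. Lists of known genes were written by hand for cell cycle, T cell activation, leukocyte migration, cell adhesion, cytokines and haem synthesis. Others held the chemokine receptors of Figure 8C and genes that check sex, which are Y-linked genes and the X-linked Xist. Further lists held markers of T cells, red-cell precursors, neutrophils, basophils and mast cells, macrophages and monocytes, megakaryocytes, B cells, plasma cells and NK cells. Lists with at least 5 tested genes were tested with camera of limma at a preset correlation of 0.01 on log2 CPM with a prior count of 2. The self-contained test fry and camera with an estimated correlation were alternatives. The list of NK cells had 4 tested genes and was not tested. A list of genes that respond within minutes to handling of cells was added later and adjusted apart from the other lists. The genes of Figure 7C and Figure 7D were read from the pictures. Sites for miR-214-3p were matched in the annotated 3′ UTRs of 21173 genes, and the shares were compared by Fisher's exact test. The prediction tables of miRWalk and TargetScan were not used here.

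The comparisons, lists, thresholds and most alternatives were set before the data were examined. Genes named in the text were, for each comparison, the 3 with the largest rise and the 3 with the largest fall among those called with a mean log2 CPM above 1 and no overlap between the groups. Genes that the paper names for T cells, the miR-214 locus, genes that check sex and strain, and the 6 genes of Figure 7D with both target marks were to be named as well, and some of these results are not reported here. Alternatives were DESeq2, RLE scaling, scaling by library size, no filter, a filter of 10 counts in every library, the replicate number as a block, a single fit over all groups, glmTreat, the adjusted p alone, a covariate of red-cell genes for the interaction, and leaving out each library in turn. The plan named edgeR's quasi-likelihood functions without this option, and the adjusted-deviance fit was run first as the main one. It called 1172 genes in WT, 0 in miR-214-/-, 3 between the sham groups, 0 between the Ang II groups and 1 for the interaction. The default fit was made the main one after these counts were seen, and the adjusted-deviance fit was kept as an alternative. A robust fit, an offset for GC content and transcript length and WT libraries thinned to the smallest total were added after the data were seen. Other splits of the libraries were fitted in the same way, all 10 splits for each comparison of 3 against 3, and 100 random regroupings with edgeR and 40 with DESeq2 for the interaction.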

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

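The tests of thinned libraries, GC content and length and a lower share of T cells were chosen only after the result was seen. So were those of reads shared between paralogs and of a red-cell covariate for Frmd4a.

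In WT T cells, lists of genes of other blood cells, which the paper does not discuss, were higher after Ang II. The median log2 fold change was 3.65 over 23 genes of red-cell precursors (adjusted p = 2.95e-12 from camera), 3.17 over 16 genes of neutrophils (adjusted p = 2.45e-10 from camera) and 1.60 over 6 genes of basophils and mast cells (adjusted p = 0.000486 from camera). It was 1.16 over 12 genes of megakaryocytes (adjusted p = 0.000248 from camera) and 1.66 over 8 genes of plasma cells (adjusted p = 0.00875 from camera). Fry gave adjusted p-values of 0.0015, 0.00779, 0.0231, 0.026 and 0.155 in that order, and with an estimated correlation none of these 5 lists passed 0.05. The WT sham libraries expressed 23, 14, 6, 10 and 7 of these genes above 1 CPM, so RNA of these genes was present in the libraries before Ang II, from whichever cells. None of the lists holds a gene of Figure 7C or Figure 7D (0 genes), and 1 gene of red-cell precursors is also in the list for haem synthesis. In every WT Ang II library, 21 genes of red-cell precursors, 16 of neutrophils, 5 of basophils and mast cells, 10 of megakaryocytes and 0 of plasma cells were above every WT sham library, where chance gives 5% of the genes in this direction.

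RNA of neutrophils and their precursors in the WT Ang II libraries is a candidate explanation for some of the genes higher in WT, since all 16 neutrophil genes met this condition. Among abundant members, S100a9 was at most 58.5 CPM in WT sham and 713.7, 245.9 and 312.0 CPM in WT Ang II, and Mpo at most 66.6 CPM and then 417.4, 253.9 and 429.5 CPM. For red-cell precursors, Hba-a1, Hbb-bt, Slc4a1, Ermap and Sptb, among the most abundant members, were above every WT sham library in all 3 WT Ang II libraries. Slc4a1 was at most 47.8 CPM in WT sham and 448.7, 489.3 and 238.6 CPM in WT Ang II. Hbb-bs was above every WT sham library (at most 214.1 CPM) in 2 of them, at 2145 and 572.0 CPM, and at 189.6 CPM in replicate 3. In replicate 3 Hba-a1 (187.3 against at most 150.4 CPM) and Hbb-bt (59.1 against at most 51.3 CPM) were also not raised several-fold, while Slc4a1, Ermap and Sptb were. The mean log2 CPM of the red-cell list lay between 2.87 and 3.60 in WT sham and between 6.24 and 6.99 in WT Ang II. RNA of this list as a whole was therefore higher in every WT Ang II library. Whether red-cell precursors brought it, and how many of the genes higher in WT it explains, stays open. For RNA of B cells, the B-cell list had a median of -0.37 (10 genes, adjusted p = 0.889 from camera). Its mean change of -0.04 ± 1.27 on the log2 scale was within its spread, so this list does not decide. WT sham replicate 1 lay at a mean log2 CPM of 5.19 and WT sham replicates 2 and 3 at 2.80 and 3.48. The WT Ang II libraries lay between 3.54 and 4.09. If a lower share of T cells raised the markers of every other cell type alike, the lists of red-cell precursors and B cells would move together. These 2 lists moved apart by 3.32 ± 1.38 on the log2 scale (SD, n = 3), which argues against such an even rise. A lower share of T cells beside more of only some other cells stays open, since B-cell genes need not rise then. The list of T-cell genes was lower, which goes with a lower share, with a median of -0.51 over 20 genes (adjusted p = 3.31e-10 from camera, 0.00492 from fry).

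With every WT library thinned to the smallest WT total, 1177 genes were called, 1124 of them the same genes, which argues against a difference in library size between the groups. The 10 most abundant genes took at most 4.73% of the counts in a WT Ang II library, within the range of WT sham, so a few genes taking most of the counts did not account for them either. With trends on GC content and transcript length removed, 1193 genes were called, 1146 of them the same genes. Within groups, over 12 libraries, the genes higher in WT followed the red-cell list with r = 0.69 (permutation p = 0.166, Spearman's rho 0.50 with permutation p = 0.26, Benjamini-Hochberg adjusted 0.308 over 24 relations). The value was 0.29 without the libraries farthest from the median, miR-214-/- sham replicate 1 and miR-214-/- Ang II replicate 3, so it rests on them. For the neutrophil list r was 0.0948 (permutation p = 0.828, rho 0.02 with permutation p = 0.968, adjusted 0.939), and 0.30 without miR-214-/- Ang II replicate 2 and miR-214-/- sham replicate 2. Neither relation tells whether RNA of other cells or a response of the T cells raised these genes. Of the 10 splits of the 6 WT libraries, 1, the real one, called as many genes, and the others called at most 2. With DESeq2 it was also 1 of 10, and the others called at most 120. A design of 3 against 3 cannot give a share under 0.1. A response of T cells to Ang II stays among the open explanations.

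The change after Ang II differed between the genotypes, by the interaction, for 9 of the hand-written lists. The median interaction was -2.95 for red-cell precursors (adjusted p = 5.87e-08 from camera), -1.71 for neutrophils (adjusted p = 4.95e-05 from camera), -1.19 for basophils and mast cells (adjusted p = 0.000967 from camera), -0.69 for megakaryocytes (adjusted p = 0.00137 from camera) and -1.97 for plasma cells (adjusted p = 0.00242 from camera). It was 0.53 for T cells (adjusted p = 9.23e-10 from camera). For haem synthesis, the cell cycle and cell adhesion, reported with Figure 7B, it was -0.92, -1.50 and 0.20. Fry kept the cell cycle and haem synthesis, and with an estimated correlation 0 of the 9 passed. The B-cell list had a median interaction of 1.87 (adjusted p = 0.0818 from camera) and the macrophage list -0.72 (adjusted p = 0.0924 from camera). In sham, miR-214-/- was already higher than WT, by medians of 1.57 for red-cell precursors and 1.41 for neutrophils. Adjusted p-values were 0.00145 and 6.54e-07 from camera, and 0.561 and 0.371 from fry. After Ang II the medians against WT were -1.36 and -0.38, so the sham level was part of both interactions. A different amount of other blood cells in the libraries and a different response of the T cells both stay open for the 9 lists.

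Frmd4a was the gene whose change after Ang II differed between the genotypes, with an interaction log2 fold change of -1.51. Of 100 random regroupings of the 12 libraries 7, the real one included, called at least 1 gene, so a count this large is within what regrouping gives. The largest of the others called 2354 genes. With DESeq2, 2 of 40 regroupings called at least 444 genes, and the largest of the others called 1331. These regroupings moved libraries across both treatment and genotype, so the change after Ang II in WT entered some of them. Their counts are therefore not those expected without an interaction, and they decide nothing about Frmd4a or the 444 genes. For RNA of red-cell precursors, the list of red-cell genes as a covariate left -1.25, which neither removed the difference nor left it within a standard error of 0.15. This stays open.

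In the sham comparison of the genotypes, which the paper does not report, 15913 genes were tested and 3 were called, all lower in miR-214-/-. DESeq2 called 45 genes, these 3 among them, with 36 higher and 9 lower in miR-214-/-, so the balance of directions depends on the tool. BC147527 (ENSMUSG00000094796, chromosome 13, 120300392 to 120308779) was at 10.6 ± 2.11 CPM in WT sham and 1.52 ± 0.238 CPM in miR-214-/- sham (SD, n = 3), a log2 fold change of -2.79 (standard error 0.22, adjusted p = 0.0208 from edgeR). H2-T10 (ENSMUSG00000079491, chromosome 17, 36115876 to 36121465) was at 199.8 ± 21.3 and 97.2 ± 6.24 CPM, a log2 fold change of -1.04 (standard error 0.09, adjusted p = 0.0208 from edgeR). Gm8810 (ENSMUSG00000091373, chromosome 17, 36066108 to 36067753), named after its values were seen, had between 59 and 77 counts in WT sham and 0 in miR-214-/- sham, at least 24.1-fold lower (adjusted p = 0.0262 from edgeR). These differences did not follow the genotype after Ang II. BC147527 was then at 4.31 ± 2.88 CPM in WT and 8.08 ± 1.82 CPM in miR-214-/-, and H2-T10 at 97.5 ± 43.7 and 120.3 ± 68.4 CPM. Gm8810 then had 54 counts in WT Ang II replicate 3, 74 in miR-214-/- Ang II replicate 3 and 0 in the other Ang II libraries. Without WT sham replicate 2, WT sham replicate 3 or miR-214-/- sham replicate 3, 0 genes were called, and 30 were called without miR-214-/- sham replicate 1 and 13 without miR-214-/- sham replicate 2. For BC147527 the adjusted p ranged from 2.23e-22 to 0.998 over the alternatives. Of the 10 splits of the 6 sham libraries 2, the real one included, called at least 3 genes, and the largest of the others called 119. Reads shared between paralogs could lower a gene while a near-identical copy rises. H2-T22, chosen after its values were seen, had a log2 fold change of -0.0398, so it did not rise, but other copies were not followed and this cannot be told apart from alleles that differ between the mice. Parentage of the mice, which the labels do not give, was not tested.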

How the results depend on the processing

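The robust fit, the offset for GC content and length and the thinned libraries were the tests here chosen only after the result was seen, and the default fit took the place of the adjusted-deviance fit after its counts were seen.

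The count of genes called in WT (1169) stayed within 1.5 times under DESeq2, RLE scaling, library size, both filters, the replicate block, the fit over all groups and the 4 added fits, from 966 to 1393 genes. It was 224 with glmTreat, a stricter test of the same threshold, and 3009 with the adjusted p alone, and from 564 to 1338 genes across the fits that each left out 1 library (564 without WT sham replicate 1, 605 without WT sham replicate 3, 599 without WT Ang II replicate 3).

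With DESeq2, 51 genes were called in miR-214-/-, 19 in both genotypes, 45 between the sham groups, 21 between the Ang II groups, 444 for the interaction, and 50 genes each of Figure 7C and Figure 7D. The cause was not tested. Without a filter, 3 genes were called in miR-214-/- and 9 between the sham groups, and the cause was not tested. Between the sham groups the robust fit called 5 genes, while glmTreat called 0 (65 at an unadjusted p under 0.05) and a single fit over all groups 0 (722). In miR-214-/- the other edgeR settings called 0 genes, with between 33 and 2317 at an unadjusted p under 0.05.

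Replicate numbers did not pair the libraries. Deviations from the group means of libraries with the same number had correlations across genes from -0.56 to 0.20 over the comparisons, and genes are not independent replicates. With the number as a block, the counts were 966 in WT, 0 in miR-214-/-, 0 between the sham groups (952 at an unadjusted p under 0.05), 0 between the Ang II groups (733) and 1 for the interaction. A call lost under this block is not a weaker effect.

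Leaving out 1 library at a time gave from 0 to 1 genes in miR-214-/-, from 0 to 30 between the sham groups, from 0 to 1 between the Ang II groups and from 0 to 919 for the interaction (919 without miR-214-/- Ang II replicate 1). Genes shared by both genotypes stayed at 0. Of the Figure 7C genes from 0 to 38 passed and of the Figure 7D genes from 0 to 36, both highest without miR-214-/- Ang II replicate 1. The median interaction log2 fold change was from -2.81 to -2.20 over the Figure 7C genes and from 0.90 to 1.10 over the Figure 7D genes. The median miR-214-/- log2 fold change was from 0.01 to 0.60 over the genes higher in WT (0.01 without miR-214-/- Ang II replicate 1). Over the genes lower in WT it was from -0.61 to 0.34, and its sign reversed, to 0.34, without WT Ang II replicate 3, where 6 genes were called lower.

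With the red-cell list as a covariate the interaction called 0 genes (607 at an unadjusted p under 0.05), and the median over the Figure 7C genes was -1.10. Of the hand-written lists, without the genes of Figure 7C and Figure 7D and those that respond to handling, camera passed 9 for the interaction, 6 in miR-214-/-, 11 between the sham groups and 8 between the Ang II groups. Fry passed 2, 0, 0 and 0 in that order, and an estimated correlation 0 in each of these and 0 in WT. The Figure 7D genes, which the study chose on these samples, passed an estimated correlation in WT (adjusted p = 0.0176 from camera) and for the interaction (adjusted p = 0.0237 from camera), and the handling genes in miR-214-/- (adjusted p = 0.0317 from camera). The causes were not tested. The ratio of miR-214-3p sites moved to the other side of 1 for the genes lower in WT against genes of matched 3′ UTR length (1.27) and for the Figure 7D genes with the longer site (0.857). Both rest on few genes, and neither test passed 0.05. Among single genes and lists, 454 values stayed the same, 56 were weaker, 11 stronger and 3 moved. Among the headline results, 171 stayed the same, 24 were weaker, 24 stronger, 4 moved and 3 reversed.

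Depth limited the genes at the detection limit. For 13 genes called higher in WT, WT sham was at this limit and the fitted fold changes depend on the prior count.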

Differences from the paper's values

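None of the tests here was chosen only after the result was seen.

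In miR-214-/- T cells 0 genes were called after Ang II (1939 at an unadjusted p under 0.05) against the paper's 51. With DESeq2, the tool the paper's methods name, 51 genes were called. Without a filter edgeR called 3. The other alternatives set before the data were examined did not close the gap. For genes changed in both genotypes the count was 0 against the paper's 19. DESeq2 gave 19, and none of the other alternatives set before the data were examined closed the gap.

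Of the genes of Figure 7C, 0 had an interaction adjusted p under 0.05 (50 at an unadjusted p under 0.05) against the paper's 50. Of the 50 genes of Figure 7D it was also 0 (50 at an unadjusted p under 0.05). For this panel the legend states no threshold on the interaction. DESeq2 gave 50 for both. Without miR-214-/- Ang II replicate 1 edgeR gave 38 for Figure 7C and 36 for Figure 7D. The other alternatives set before the data were examined did not bring either count near 50.

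The paper states that sets for cytokine metabolism, migration and adhesion of leukocytes and T cell activation were affected by Ang II in WT T cells. The hand-written lists, which are not the paper's sets, had median log2 fold changes of 0.13 for cytokine genes, -0.03 for migration, -0.24 for adhesion and 0.12 for activation in WT. The paper's own test was over-representation among genes with an adjusted p under 0.05. A set can pass that test with genes moving both ways, so a median near 0 does not contradict it. The paper describes the genes of Figure 7D as repressed by Ang II in WT mice. Of these 50 genes 24 were lower in WT at an adjusted p under 0.05 from edgeR alone and 3 also at a log2 fold change under -1, with a median of -0.59. As a list they were lower in WT (adjusted p = 3.41e-15 from camera, 0.000423 from fry, 0.0176 with an estimated correlation), on the samples from which the study chose them.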

Other observations

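The tests of WT genes in the WT pair left out, of dividing red-cell precursors, of raised sham libraries, of segregating alleles, of a red-cell covariate for the Figure 7C genes and of sites in the Figure 7D genes were chosen only after the result was seen.

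A larger spread between miR-214-/- mice could hide the same response to Ang II. The biological coefficient of variation was 0.219 in WT and 0.240 in miR-214-/-. Genes chosen as higher after Ang II in WT carry that choice in their WT change, so they were chosen on 2 WT libraries of each group (between 35 and 1366 genes) and measured in the WT pair left out. Over the 9 choices the median log2 change was on average 2.07 where the genes were chosen, 1.78 ± 0.41 in the WT pair left out (range 0.96 to 2.36) and 0.40 ± 0.57 over the 9 pairs of miR-214-/- libraries (range -0.24 to 1.44; SD over pairs that share libraries). The gap of 1.38 is above its spread of 0.70, which argues against an equal response as the whole cause, but the ranges overlap and the miR-214-/- median over the genes higher in WT was 0.01 without miR-214-/- Ang II replicate 1. All 10 splits of the 6 miR-214-/- libraries called at least 0 genes, which says nothing, and the largest of the others called 108 genes. With DESeq2, 2 of 10 splits called at least 51 genes, the real one and one with 410 genes that set miR-214-/- sham replicates 2 and 3 and miR-214-/- Ang II replicate 1 against the rest.

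The genes higher in WT were already higher in miR-214-/- sham than in WT sham, by a median of 0.67. In the simulation, which used log2 CPM, the observed median was 0.62, and simulated unchanged libraries against the same controls were as far from 0 in 1 of 59 draws. Raised sham libraries of the miR-214-/- mice are a candidate explanation for part of the smaller change. Against WT Ang II the miR-214-/- Ang II libraries had a median of -0.80 over these genes, which 0 of 58 simulations reached (lowest -0.76). This argues against raised sham libraries as the whole cause but does not exclude them. The simulations drew deviations from all 12 libraries, while the miR-214-/- Ang II libraries had an SD of 0.55 over these genes and WT Ang II 0.12. In the Ang II comparison of the genotypes 0 of 16215 genes were called (1388 at an unadjusted p under 0.05). All 10 splits of those libraries called at least 0 genes, and the largest of the others called 260.

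miR-214-/- Ang II replicate 1 lay near the WT Ang II libraries for the genes higher in WT. A mislabelled sample could do this. Genes that separate the genotypes in the other libraries placed 1 of 12 libraries with its own genotype, so this test decides nothing, and the locus has no counts to settle it.

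The Figure 7C genes were higher in miR-214-/- sham than in WT sham, and for the baseline of the miR-214-/- sham libraries 24 of 59 simulations with unchanged sham libraries were as far from 0. The study chose these genes on the same WT sham libraries, so the baseline may come from that choice. For RNA of red-cell precursors, the red-cell list as a covariate brought the median from -2.37 to -1.28. Of 1000 random lists, 127 brought it as close to 0 (p = 0.128 from the random lists, not an exact test). Between mice of one group, over 12 libraries, these genes followed the red-cell list with r = 0.83 (permutation p = 0.034). Spearman's rho was 0.75 (permutation p = 0.044, Benjamini-Hochberg adjusted 0.264 over 24 relations). The r was 0.55 without miR-214-/- sham replicate 1 and miR-214-/- Ang II replicate 3, so RNA of red-cell precursors stays open.

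Dividing red-cell precursors might account for the cell cycle genes. Within groups, over 12 libraries, the cell cycle list followed the red-cell list with r = 0.59 (permutation p = 0.27, rho 0.49 with permutation p = 0.353, Benjamini-Hochberg adjusted 0.432 over 24 relations). It was 0.37 without miR-214-/- sham replicate 1 and miR-214-/- Ang II replicate 3, so this stays open. The genes higher in WT and the T-cell list had r = -0.83 (permutation p = 0.0231, rho -0.83 with permutation p = 0.0193, adjusted 0.264), and -0.72 without miR-214-/- Ang II replicate 1 and WT Ang II replicate 3.

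Sites for miR-214-3p could mark direct targets among genes lower in WT. Of the 47 genes 19 had an annotated 3′ UTR and 5 of these a site, a ratio of 0.996 to other genes (Fisher's exact test p = 1). Of the genes higher in WT 23.6% held a site against 26.7% of other genes (Fisher's exact test p = 0.034), a difference within matched draws. For the Figure 7D genes the ratio was 1.42 and the longer site gave the other direction. With 15 of the 50 genes lacking an annotated 3′ UTR, neither set decides.

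Genes that respond within minutes to handling of cells, 27 of them without those seen beforehand, had a median log2 fold change of -0.23 in miR-214-/- after Ang II (adjusted p = 3.57e-05 from camera, 0.0104 from fry) and -0.37 in WT (adjusted p = 0.00113 from camera). The interaction was 0.09 (adjusted p = 0.452 from camera). Handling of the cells is a candidate explanation for genes near the threshold in miR-214-/-, and a response to Ang II is not excluded.

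Of 23 genes on in some mice and off in others, without 1 seen beforehand, 3 pairs with the same libraries lay within 5 Mb, where 0.28 were expected (permutation p = 0.0066). Alleles that segregate between the mice are a candidate explanation for these 3 pairs. A further such pair, Gm26825 and Gm15459, overlaps on chromosome 5 and was left out, a choice made after it was seen, since overlapping genes can share reads. The other 8 pairs with the same libraries lie farther apart or on different chromosomes, which linked alleles do not predict. The 3 pairs are 1 cluster of Trav7n-4, Trav6-7-dv9 and Trav14-3, named after their values were seen, off in WT Ang II replicate 1 and miR-214-/- sham replicate 2.

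In these T cells, not activated ex vivo, log2 fold changes after Ang II in WT and miR-214-/- were 0.09 and 0.21 for Tgfb1, -0.07 and 0.12 for Tnf, -0.14 and 0.20 for Ccl5, and -0.52 and -0.39 for Ifng. Il9 had 0 counts, and Il17a had between 0 and 5 counts per library and was not tested. Ccr1 rose by 2.44 in WT (adjusted p = 0.0144 from edgeR) and 0.91 in miR-214-/- (adjusted p = 0.362 from edgeR), with an interaction of -1.52 (adjusted p = 0.283 from edgeR). Ccr2 rose by 1.41 in WT (adjusted p = 0.0291 from edgeR, under 0.05 in 2 of 6 fits that left out 1 library) and 0.94 in miR-214-/- (adjusted p = 0.279 from edgeR). Ccr4 changed by 0.01 and 0.51, Ccr6 by 0.33 and 1.03, Cxcr3 by -0.08 and 0.35, Nr3c2 by 0.10 and 0.28, and Nr3c1 by -0.09 and -0.17. The Figure 8C chemokine receptor list had medians of 0.28 in WT (adjusted p = 0.182 from camera) and 0.71 in miR-214-/- (adjusted p = 0.000488 from camera, 0.139 from fry), with an interaction of 0.29 (adjusted p = 0.487 from camera). Its mean log2 CPM went from 4.32 ± 0.09 (SD, n = 3) to 5.01 ± 0.31 in WT and from 4.34 ± 0.24 to 5.01 ± 0.08 in miR-214-/-, so its mean change was similar in both. Of the hand-written lists, 12 of 20 cytokine genes, 20 of 20 migration genes, 15 of 16 adhesion genes, 20 of 20 activation genes, 28 of 28 cell cycle genes and 9 of 9 haem genes were expressed, and 11, 20, 15, 19, 28 and 9 were above 1 CPM in WT sham. In other lists were 2, 6, 1, 2, 0 and 1 of them, and 0 were genes of Figure 7C or Figure 7D. The macrophage list had 0.69 in WT (adjusted p = 0.182 from camera). The list of Y-linked genes and Xist had -0.19 (adjusted p = 0.255 from camera). In miR-214-/- the neutrophil list had a median of 1.43 (adjusted p = 0.000886 from camera), megakaryocytes 0.45 (adjusted p = 0.000529 from camera), red-cell precursors 0.54 (adjusted p = 0.0408 from camera) and B cells 1.39 (adjusted p = 0.0348 from camera), none past 0.05 in fry.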
